# USP29-mediated HIF1α stabilization is associated with Sorafenib resistance of hepatocellular carcinoma cells by upregulating glycolysis

**DOI:** 10.1038/s41389-021-00338-7

**Published:** 2021-07-16

**Authors:** Ruize Gao, David Buechel, Ravi K. R. Kalathur, Marco F. Morini, Mairene Coto-Llerena, Caner Ercan, Salvatore Piscuoglio, Qian Chen, Tanja Blumer, Xueya Wang, Eva Dazert, Markus H. Heim, Michael N. Hall, Fengyuan Tang, Gerhard Christofori

**Keywords:** Liver cancer, Targeted therapies, Ubiquitylation

## Abstract

Understanding the mechanisms underlying evasive resistance in cancer is an unmet medical need to improve the efficacy of current therapies. In hepatocellular carcinoma (HCC), aberrant expression of hypoxia-inducible factor 1 α (HIF1α) and increased aerobic glycolysis metabolism are drivers of resistance to therapy with the multi-kinase inhibitor Sorafenib. However, it has remained unknown how HIF1α is activated and how its activity and the subsequent induction of aerobic glycolysis promote Sorafenib resistance in HCC. Here, we report the ubiquitin-specific peptidase USP29 as a new regulator of HIF1α and of aerobic glycolysis during the development of Sorafenib resistance in HCC. In particular, we identified USP29 as a critical deubiquitylase (DUB) of HIF1α, which directly deubiquitylates and stabilizes HIF1α and, thus, promotes its transcriptional activity. Among the transcriptional targets of HIF1α is the gene encoding hexokinase 2 (HK2), a key enzyme of the glycolytic pathway. The absence of USP29, and thus of HIF1α transcriptional activity, reduces the levels of aerobic glycolysis and restores sensitivity to Sorafenib in Sorafenib-resistant HCC cells in vitro and in xenograft transplantation mouse models in vivo. Notably, the absence of USP29 and high HK2 expression levels correlate with the response of HCC patients to Sorafenib therapy. Together, the data demonstrate that, as a DUB of HIF1α, USP29 promotes Sorafenib resistance in HCC cells, in parts by upregulating glycolysis, thereby opening new avenues for therapeutically targeting Sorafenib-resistant HCC in patients.

## Introduction

Liver cancer is the second leading cause of cancer-related death worldwide. Hepatocellular carcinoma (HCC) represents the most common type of primary malignant liver tumor, accounting for 90% of all liver cancers [1]. Unfortunately, only 30% of HCC patients are diagnosed at an early stage of carcinogenesis. Most of the patients are diagnosed at advanced stages, where surgical resection, allogeneic liver transplantation, or percutaneous tumor ablation are not applicable. Sorafenib, a multi-kinase inhibitor, is the standard of care treatment for advanced HCC patients, yet it prolongs the median overall survival and radiological progression by only ~3 months [2]. Comparable to many other targeted therapies, evasive resistance to Sorafenib is invariably observed in HCC patients. Therefore, a detailed understanding of how HCC cells respond to Sorafenib will not only help to improve the efficacy of Sorafenib therapy in HCC patients, but will also be critical to overcome the development of therapy resistance.

HIF1 (Hypoxia-inducible factor 1) is a well-known key regulator of cellular adaptive responses to hypoxia. Furthermore, it is a highly oncogenic transcription factor that promotes tumor growth via regulating global transcriptomic networks involved in tumor angiogenesis, metabolism, and therapy resistance [3]. Hypoxia and HIF1α play important roles in HCC development and relapse after chemotherapy [4]. The HIF1α protein is also found at high levels in tumors of HCC patients which are resistant to Sorafenib treatment [5]. As a heterodimeric transcription factor composed of HIF1α and HIF1β (ARNT), HIF’s transcriptional activity is regulated mainly at the level of HIF1α expression. The stability of HIF1α protein is regulated by the ubiquitin-proteasome system (UPS). Under normoxic conditions, HIF1α is hydroxylated by oxygen-dependent proline hydroxylases (PHDs), which earmarks it as a substrate of the ubiquitin E3 ligase von Hippel-Lindau (VHL). After sufficient ubiquitylation, it is degraded by the proteasome. Under hypoxic conditions, PHDs are not active, and HIF1α is not hydroxylated and ubiquitylated and, thus, stabilized to exert its transcriptional activities [6–10]. Recent studies have indicated that HIF1α can also be stabilized by deubiquitinating enzymes (DUBs) not only under hypoxic but also under normoxic conditions [6].

Aerobic glycolysis (aka Warburg effect) is a general metabolic feature of malignant tumors [11]. Aberrant glycolysis levels, including increased glucose uptake and lactate production, seem to be central for malignant progression of solid tumors, and HIF1α also has been implicated in the regulation of genes responsible for aberrant glycolysis [12]. Excessive glycolysis has also been reported to contribute to Sorafenib resistance in HCC cells [13,14,]. However, it has remained unclear how glycolysis is upregulated in Sorafenib-resistant HCC cells.

Ubiquitin-specific peptidase 29 (USP29) is a highly conserved DUB that belongs to the PH_USP37_like family. The PH_USP37_like family plays important role in cell proliferation and cancer growth. It consists of three members, USP26, USP29 and USP37, of which USP26 is a positive regulator of Androgen Receptor in prostate cancer cells [15], USP37 directly deubiquitinates and stabilizes c-Myc in lung cancer [16], and USP29 has been recognized as a regulator of the checkpoint adaptor Claspin [17]. However, the functional contribution of USP29 to tumorigenesis and therapy resistance has remained unexplored.

Here, we report the identification of USP29 as a regulator of HIF1α in HCC cells. Our data indicate that the USP29-HIF1α axis supports Sorafenib resistance by promoting glycolysis in HCC cells. The findings highlight USP29 and HIF1α as biomarkers for Sorafenib resistance in HCC and the USP29-HIF1α-glycolysis regulatory cascade as a potential therapeutic target to overcome Sorafenib resistance in HCC patients.

## Results

### Identification of HIF1α as a biomarker of Sorafenib-resistance

To uncover the molecular mechanisms underlying Sorafenib resistance in HCC, we first determined the IC50 values for Sorafenib in repressing the growth of patient-derived HCC cell lines (Suppl. Fig. 1a). We selected two of the most Sorafenib-susceptible cell lines (Huh7 and Hep3B) to establish cellular models of Sorafenib resistance by treating the cells with either increasing concentrations (IR) or a consistently high concentration (CR) of Sorafenib (Suppl.Fig. 1b) [18]. These treatments generated the Sorafenib-resistant cell lines Huh7-IR, Huh7-CR, Hep3B-IR, and Hep3B-CR with IC50 values of 10.7, 10.8, 7.2, and 8.3 μM, respectively, which are close to the clinically relevant Sorafenib concentration of 10 μM (Suppl. Fig. 1c).

Next, we performed whole transcriptome analysis of Sorafenib-responsive Huh7 and Hep3B parental cells and of the various Sorafenib-resistant cell lines, and determined genes differentially expressed between the parental cell lines and the Sorafenib-resistant cell lines (Suppl. Fig. 1d; Suppl. Table I). 

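Huh7 and Hep3B are human HCC cell lines. RNA of 16 libraries was sequenced, in 8 groups of 2 replicates, while the paper's methods state 3 biological replicates. For each line the groups were parental cells, cells labeled DMSO, IR cells raised in increasing concentrations of Sorafenib and CR cells kept in a constantly high concentration. The paper's text does not describe the DMSO cells in this experiment. The sample labels give 7 μM Sorafenib for the IR and CR libraries and none for the parental and DMSO libraries, so each comparison with parental cells holds both the exposure to the drug and the resistance to it. The methods state that poly-A+ RNA was sequenced as single-end reads of 81 nt on a HiSeq 2500, and the labels give a NextSeq 500 and 75 cycles. The authors counted uniquely mapped reads over the exons of RefSeq genes and deposited counts scaled to the library total (CPM), in which every value was a whole number of reads within a tolerance of 0.05 reads. Recovered totals lay between 46613302 reads in Huh7-IR replicate 2 and 76860251 reads in Hep3B DMSO replicate 1. Differential expression was tested with limma on log2(CPM + 1) in a common model of all 16 libraries, over 15019 genes with at least 1 CPM in at least 2 libraries. As in the paper's methods, a gene counted as differentially expressed at an unadjusted p under 0.05 and a log2 fold change of at least 0.58 in size.

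Compared with parental cells, 7518 genes were differentially expressed in Huh7-IR cells, 4779 of them higher and 2739 lower. In Huh7-CR cells 3366 genes were higher and 2187 lower, in Hep3B-IR cells 2643 and 1880, and in Hep3B-CR cells 3298 and 1977. With Benjamini-Hochberg (BH) adjusted p in place of unadjusted p, the counts were 7336, 5181, 4063 and 4840 in the same order. A pseudocount of 4 CPM moved the Huh7-IR count most, to 6128 genes. The balance of higher and lower genes depended on how the libraries were scaled. The share of higher genes in Huh7-IR cells was 63.6%, and it was 54.3% with edgeR, 53.5% with DESeq2, 50.0% with TMM factors and 49.8% after quantile normalization. Quantile normalization gave 49.2% in Huh7-CR, 48.0% in Hep3B-IR and 49.3% in Hep3B-CR cells, where CPM gave 60.6%, 58.4% and 62.5%. The median log2 fold change of all genes in Huh7-IR cells moved from 0.19 to 0.07 with edgeR, 0.06 with DESeq2 and 0.01 with TMM factors.

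IR and CR cells of a line were compared with the same parental libraries, which by itself makes their changes alike. The correlation of both changes across genes was 0.89 in Huh7 and 0.78 in Hep3B cells, against a mean of 0.50 in 20 simulations without any change, although genes are not independent replicates. In Huh7 cells 4726 genes changed the same way in IR and CR cells, and in Hep3B cells 3061, where the simulations gave means of 58.8 and 59.0 genes. All 4 resistant lines shared 1437 genes changed the same way, 932 higher and 505 lower, against a mean of 1.6 and at most 6 genes in the simulations. Quantile normalization lowered the share of higher genes among the shared genes from 64.9% to 47.9%. The genes with the largest shared increase were ITGA3 (chromosome 17, 48133332 to 48167845 in GRCh37), AXL and AHNAK2. The log2 fold change of ITGA3 was 8.44 in Huh7-IR, 5.61 in Huh7-CR, 6.18 in Hep3B-IR and 7.97 in Hep3B-CR cells, each with a standard error (SE) of 0.33. The largest shared decrease was in NTS (chromosome 12, 86268073 to 86276770), AFP (chromosome 4, 74296855 to 74321891) and MTTP (chromosome 4, 100485238 to 100545154). The log2 fold change of NTS was -7.17 in Huh7-IR, -7.37 in Huh7-CR, -6.75 in Hep3B-IR and -5.09 in Hep3B-CR cells. For AFP it was -10.22, -8.19, -1.74 and -5.03 in the same order, and for MTTP -7.85, -7.75, -2.47 and -2.28. The AFP change in Hep3B-IR cells lost the adjusted threshold without parental replicate 1, at -1.14, and without Hep3B-IR replicate 1, at -0.78, with adjusted p of 0.222 and 0.311 (limma, with 0.000147 to 0.311 over the alternatives). It also lost it without a filter, in a model of the Hep3B libraries alone and in a model of the groups compared alone (limma adjusted p of 0.0681, 0.0683 and 0.149).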

KEGG pathway analysis of the genes specifically expressed in Sorafenib-resistant cells identified hypoxia-inducible factor (HIF)-mediated signaling as a major pathway activated in Sorafenib-resistant cells (Fig. 1a). 

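The KEGG release used by the paper was not available, and a list of 105 HIF-1 signaling genes was written by hand, of which 87 were among the genes tested. As in the paper's methods, over-representation was assessed by a hypergeometric test, here as a one-sided Fisher's exact test against all 15019 genes tested. Among the 932 genes higher in IR and CR cells of both lines, 10 belonged to the list where 5.40 would be drawn by chance, with an odds ratio of 1.97 and p = 0.0427 (Fisher's exact test). The BH-adjusted p over the 6 enrichment tests of this kind was 0.256. These genes were CDKN1A, EIF4EBP1, ENO2, HKDC1, PFKP, PIK3CD, PRKCA, SLC2A1, TIMP1 and VEGFA. Within Huh7, 20 list genes were among the 2929 genes higher in IR and CR cells, where 17.0 would be drawn by chance (Fisher's exact p = 0.241, adjusted 0.362). Within Hep3B, 14 were among 1849 genes, where 10.7 would be drawn (Fisher's exact p = 0.178, adjusted 0.357). The DMSO libraries as reference moved the shared result most, to 7 genes and an exact p of 0.252. This reference was not uniform, since hypoxia-induced genes were higher in DMSO replicate 2 than in replicate 1 of both lines. The exact p was also over 0.05 with the replicate number as a block (0.0876), with a pseudocount of 0.25 CPM (0.0523), in models of each line alone (0.157) and with adjusted p in place of unadjusted p (0.0882), and it was lowest with TMM factors, at 0.00979. With 1 library left out in turn, the exact p ranged from 0.0187 to 0.172 and was over 0.05 for 8 of the 12 libraries. It was 0.152 without Huh7 parental replicate 1, 0.172 without Huh7 parental replicate 2, 0.106 without Huh7-CR replicate 1 and 0.0802 without Huh7-CR replicate 2. It was 0.105 without Hep3B parental replicate 1, 0.0973 without Hep3B-IR replicate 2, 0.0509 without Hep3B-CR replicate 1 and 0.0832 without Hep3B-CR replicate 2.

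By comparison with parental cells, 33 list genes were higher and 18 lower in Huh7-IR cells, 24 and 12 in Huh7-CR, 20 and 7 in Hep3B-IR, and 24 and 9 in Hep3B-CR. At adjusted p under 0.05, 50, 32, 24 and 30 list genes passed in these comparisons, both over all genes tested and when adjusted over the list alone. Across the whole list, the mean of IR and CR cells over parental cells had a median log2 fold change of 0.14 in Huh7 and 0.16 in Hep3B, where all genes had medians of 0.14 and 0.08. A set test against all other genes (camera in limma, inter-gene correlation preset to 0.01) ranked the list slightly lower in Huh7, although its mean log2 fold change was 0.33, and higher in Hep3B, with a mean of 0.44. The two-sided adjusted p over the 6 set tests was 1.00 and 0.717, and 1.00 in both lines with the correlation estimated from the data. The self-contained limma test fry, which does not compare with other genes, gave an increase in both lines, with an adjusted p of 0.0761 in each. The exact permutation test that splits 4 resistant and 2 parental libraries cannot give a p below 0.0667. A shorter list of 15 hypoxia-induced genes, 5 of which are also on the HIF-1 signaling list and 2 in Fig. 1b or Fig. 5e, had a median of -0.33 and a mean of -0.22 in Huh7 cells (limma adjusted p of 0.621 by camera and 0.0851 by fry). In Hep3B cells its median was 0.15 and its mean 0.36, while camera ranked it slightly lower than other genes (limma adjusted p of 1.00 by camera and 0.459 by fry). Of these genes, 3 were higher and 4 lower in Huh7-IR cells, 3 and 2 in Huh7-CR, and 3 and 3 in each resistant Hep3B line. Adjusted over all genes, 6, 4, 6 and 5 of them passed, and as many when adjusted over the list alone. Another list of 21 HIF-induced genes, written later for a test of the DMSO libraries and sharing 0 genes with either list, had a median log2 fold change of 0.43 in Huh7, with 16 genes above 0, and 0.24 in Hep3B, with 14. Of its genes, 8 were higher and 3 lower in Huh7-IR cells, 7 and 4 in Huh7-CR, 6 and 0 in Hep3B-IR, and 8 and 1 in Hep3B-CR, and no set test was run on it for these comparisons. From the over-represented pathways in Fig. 1a, the paper concludes that HIF-mediated signaling was a major pathway activated with resistance.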

HIF1α is known to regulate a global adaptive transcriptional response to hypoxia and, as such, it is a critical oncoprotein in promoting tumor growth via regulating transcriptomic networks involved in angiogenesis, metabolism, and therapy resistance. To assess whether HIF1α and its transcriptional target genes contributed to Sorafenib resistance, we first identified the HIF1α target genes highly expressed in Sorafenib-resistant HCC cells (Fig. 1b). Indeed, quantitative RT-PCR analysis validated the high expression of a selection of prototype HIF1α target genes in Sorafenib-resistant Huh7-IR and CR cells as compared to Huh7-parental cells (Fig. 1c). 

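Fig. 1b names 14 genes, and since the study chose them on these samples, the counts for this list are not independent evidence. In Huh7-IR and Huh7-CR cells 13 of the 14 were higher than in parental cells past both thresholds, and in Hep3B-IR and Hep3B-CR cells 12. Adjusted over all genes tested, 14, 12, 11 and 10 of the 14 passed in the order Huh7-IR, Huh7-CR, Hep3B-IR and Hep3B-CR, the lower genes included. When adjusted over the list alone, 14, 14, 13 and 13 passed. AHNAK2 (gene ID 113146, chromosome 14, 105403581 to 105444711 in GRCh37) rose in Huh7 cells from 0.0716 ± 0.0634 CPM (SD, n = 2) to 339 ± 124 in Huh7-IR and 110 ± 17.1 in Huh7-CR cells. These were log2 fold changes of 8.26 and 6.68 (SE 0.49, limma adjusted p = 1.3e-07 and 9.5e-07). In Hep3B cells it rose from 0.249 ± 0.105 CPM to 17.5 ± 15.7 in IR and 81.5 ± 27.6 in CR cells, log2 fold changes of 3.57 and 6.01. The Hep3B-IR replicates held 28.6 and 6.42 CPM of AHNAK2, and the log2 fold change was 2.57 without the first and 4.57 without the second. AXL (gene ID 558, chromosome 19, 41725128 to 41767671) encodes a receptor tyrosine kinase and rose from 0.0425 ± 0.0222 CPM to 202 ± 16.7 in Huh7-IR and 174 ± 48.5 in Huh7-CR cells, log2 fold changes of 7.60 and 7.36 (SE 0.37). From 0.790 ± 0.0435 CPM in Hep3B parental cells it rose to 81.8 ± 51.9 in IR and 139 ± 34.1 in CR cells, log2 fold changes of 5.37 and 6.27. SLC2A1 (GLUT1, gene ID 6513, chromosome 1, 43391024 to 43424564) encodes a glucose transporter. It rose from 17.4 ± 5.64 CPM to 57.9 ± 3.51 in Huh7-IR and 87.6 ± 12.4 in Huh7-CR cells, and from 16.7 ± 3.76 CPM to 119 ± 43.7 in Hep3B-IR and 162 ± 0.762 in Hep3B-CR cells. Its log2 fold changes were 1.71, 2.30, 2.73 and 3.22, with limma adjusted p of 0.00055, 0.000116, 5.3e-05 and 1.4e-05.

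EGLN1 (gene ID 54583, chromosome 1, 231499497 to 231558033) encodes a prolyl hydroxylase that acts on HIF1α, and it was lower in all 4 resistant lines and under all 16 alternatives of each comparison. It fell by 2.83 on the log2 scale in Huh7-IR, 1.28 in Huh7-CR, 1.72 in Hep3B-IR and 1.90 in Hep3B-CR cells (SE 0.17). LOX (gene ID 4015, chromosome 5, 121398890 to 121414108) rose in Huh7 from 16.4 ± 12.0 CPM to 112 ± 6.40 in IR and 193 ± 14.3 in CR cells, log2 fold changes of 2.89 and 3.67 (limma adjusted p = 0.00409 and 0.00148). Without Huh7 parental replicate 1 the IR value was 2.12, with an adjusted p of 0.0506 (0.00238 to 0.0506 over the alternatives). In Hep3B-IR and Hep3B-CR cells the log2 fold changes of LOX were -1.54 and -0.96 (limma adjusted p = 0.121 and 0.31), and the parental replicates differed, with 17.7 and 59.6 CPM. DESeq2 placed the Hep3B-IR value past the adjusted threshold, at -1.97, as did a model of the Hep3B libraries alone, at -1.54. The other 9 genes were higher in all 4 comparisons, with log2 fold changes from 1.45 for VLDLR in Hep3B-IR cells to 4.98 for RRAGD in Huh7-IR cells. The size of the RRAGD increase in Huh7-IR cells depended on 1 library, with 204 CPM in replicate 1 and 28.1 CPM in replicate 2, and without replicate 1 its log2 fold change was 3.57, still past the adjusted threshold. ENO2, with an SE of 1.08, did not pass the adjusted threshold in Huh7-CR, Hep3B-IR and Hep3B-CR cells, BHLHE40 did not in Huh7-CR and Hep3B-CR, and RRAGD did not in Hep3B-IR and Hep3B-CR cells. All 7 of these changes passed it in a model of the groups compared alone, and the 5 in Hep3B cells in a model of the Hep3B libraries alone, with log2 fold changes from 1.55 for RRAGD to 2.64 for ENO2, both in Hep3B-CR cells. The SE of ENO2 used the spread shared by all 16 libraries, among them Huh7 DMSO replicates of 1.61 and 70.5 CPM. In Hep3B its replicates lay closer, at 5.79 and 4.09 CPM in parental, 31.8 and 32.2 in IR and 34.9 and 36.6 in CR cells. With DESeq2 ENO2 passed in Huh7-CR (2.93) and Hep3B-CR cells (2.73). Against the DMSO libraries all 7 changes were smaller and none passed. They were 0.11 for ENO2 in Huh7-CR cells, and 0.77 and 0.46 for RRAGD in Hep3B-IR and Hep3B-CR cells. The others were 1.10 to 2.07. For ENO2 and BHLHE40 in Huh7-CR cells the smaller values rested on DMSO replicate 2. BHLHE40 was 22.4 CPM in Huh7 DMSO replicate 1 and 221 CPM in replicate 2, against 48.9 and 57.7 CPM in the parental replicates. BHLHE40 lost the adjusted threshold in Huh7-IR cells under 8 of the 16 alternatives and in Hep3B-IR cells under 6, where leaving out any library of the groups compared did so, with log2 fold changes of 1.58 to 2.12 and 1.86 to 2.28. SFXN3 lost it in Hep3B-IR cells without IR replicate 1 (1.23) or parental replicate 2 (1.26), and in Hep3B-CR cells without CR replicate 1 (1.64) or parental replicate 2 (1.48). ENO2 lost it in Huh7-IR cells without IR replicate 1 (3.11) or parental replicate 2 (3.46), and in a model of the Huh7 libraries alone (3.90). With the DMSO libraries as reference, the log2 fold change of ENO2 in Huh7-IR cells fell from 3.90 to 1.54, which rested on 1 library, since ENO2 was 1.61 CPM in DMSO replicate 1 and 70.5 CPM in replicate 2, against 2.62 and 0.964 CPM in the parental replicates.

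**Figure D1:**
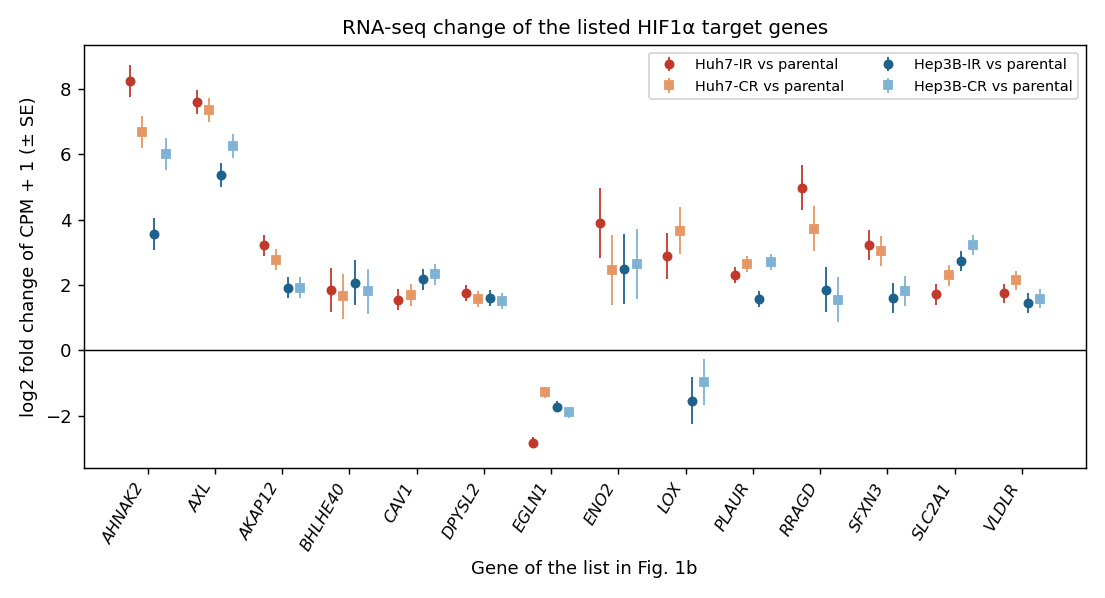
Log2 fold change of CPM + 1 over parental cells for the 14 genes of Fig. 1b in Huh7-IR, Huh7-CR, Hep3B-IR and Hep3B-CR cells, with bars for the SE from limma. EGLN1 lies below 0 in all 4 lines and LOX in the Hep3B lines, and the other 12 genes lie above 0.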

Consistent with the increased expression of its target genes, HIF1α was found increased at the protein level in the Sorafenib-resistant cells as compared to their parental Huh7 and Hep3B cells, notably even under normoxic culture conditions (Fig. 1d).

**Fig. 1:**
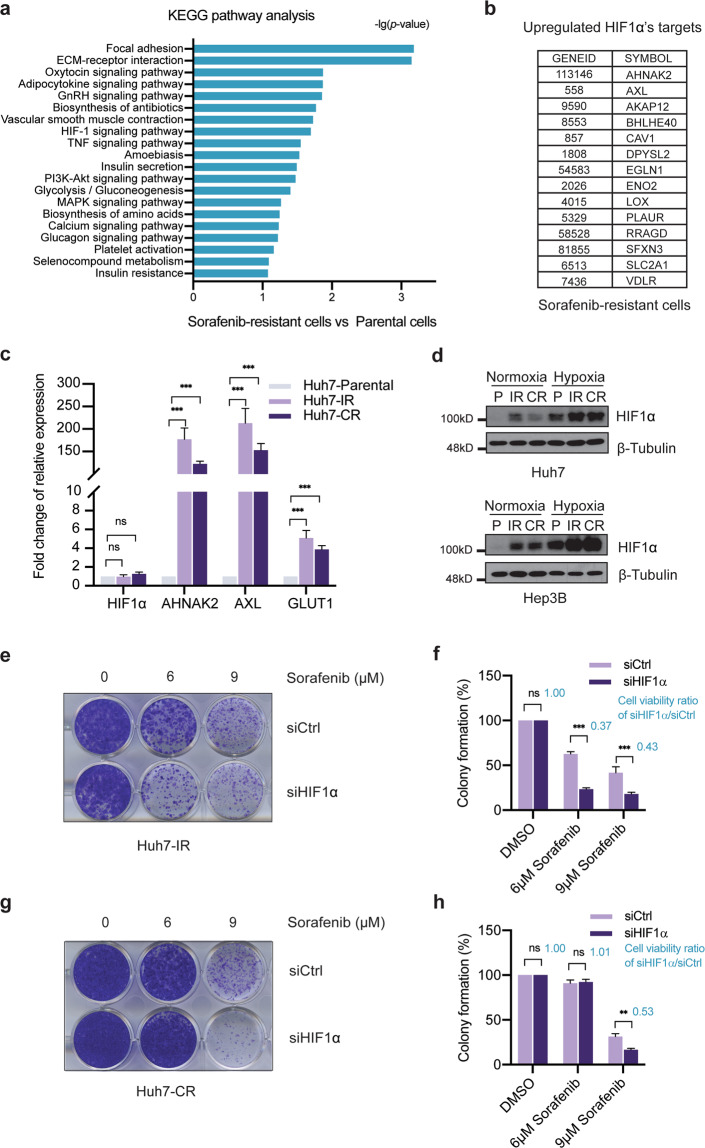
Identification of HIF1α as a biomarker of Sorafenib-resistance. **a** KEGG pathway analysis of the genes specifically upregulated in their expression in Sorafenib-resistant cells. The HIF-1 signaling pathway was identified as an upregulated pathway. **b** Top list of HIF1α target genes highly expressed in Sorafenib-resistant cells. **c** Huh7-IR and Huh7-CR cells expressed high mRNA levels of HIF1α target genes *HIF1α*, *AHNAK2*, *AXL*, and *GLUT1*. The transcripts of selected HIF1α target genes were quantified by quantitative RT-PCR. Fold increases are shown (*n* = 3 independent replicates). ns = not significant; *P < 0.05; **P < 0.01; ***P < 0.001; Student’s *t*-test. **d** Higher HIF1α protein levels were detected in Sorafenib-resistant Huh7-IR and Huh7-CR (upper panel) and Hep3B-IR and Hep3B-CR (lower panel) cells as compared to Huh7 and Hep3B parental (P) cells under either normoxic or hypoxic culture conditions. Immunoblotting for β-Tubulin was used as loading control. Results represent three independent replicative experiments. **e**–**h** Loss of HIF1α in Sorafenib-resistant Huh7-IR and Huh7-CR cells induced cell death upon Sorafenib treatment. Colony formation assays were performed with Huh7-IR (**e**) and Huh7-CR (**g**) cells transfected with either siCtrl or siHIF1α and treated with different concentrations of Sorafenib (0 μM, 6 μM, 9 μM) for 2 weeks. Colony formation was quantified by crystal violet staining (**f**, **h**). The ratio of cell viability between HIF1α-deficient and HIF1α-wildtype cells is given in blue numbers (**f**, **h**). n = 3 independent replicates. ns not significant; **P < 0.01; ***P < 0.001; Student’s *t*-test.

To assess the functional role of HIF1α in driving Sorafenib resistance, we performed colony formation assays with Huh7-IR and Huh7-CR cells with and without siRNA-mediated depletion of HIF1α expression and in the presence of different concentrations of Sorafenib (Fig. 1e–h; Suppl. Fig. 2a, b). In line with a previous study showing a critical role of HIF1α in Sorafenib-naive cells [5], the results demonstrated that HIF1α was critically required for the maintenance of Sorafenib resistance in patient-derived HCC cell lines. HIF2α is another family member of HIFs known to promote tumorigenesis. However, siRNA-mediated depletion of HIF2α in both Huh7-IR and Huh7-CR cells had no impact on their resistance to Sorafenib treatment (Suppl. Fig. 2c–h). Together, these results suggest that HIF1α, but not HIF2α, sustains the resistance of HCC cells to Sorafenib therapy.

### USP29 stabilizes HIF1α

Next, we sought to examine how the activity of HIF1α is regulated in Sorafenib-resistant HCC cells. HIF1α’s activity is regulated predominantly at the post-transcriptional level, in particular by the UPS. In normoxia, the E3 ligase and tumor suppressor gene Von Hippel Lindau (VHL) ubiquitylates HIF1α and thereby marks it for proteasomal degradation. On the other hand, deubiquitylating enzymes (DUBs), such as USP8, USP28, and UCHL1, stabilize HIF1α under normoxia. 

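HIF1A (gene ID 3091) encodes HIF1α and lies on chromosome 14 from 62162231 to 62214977 in GRCh37. Its mRNA in the transcriptome libraries was 976 ± 229 CPM (SD, n = 2) in Huh7 parental cells, 501 ± 91.0 in Huh7-IR and 689 ± 143 in Huh7-CR cells. It fell by 0.95 on the log2 scale in Huh7-IR cells (SE 0.22, limma adjusted p = 0.00278) and by 0.50 in Huh7-CR cells (adjusted p = 0.0899). In Hep3B parental cells it was 323 ± 21.8 CPM, in Hep3B-IR cells 594 ± 79.8 and in Hep3B-CR cells 457 ± 69.8. The log2 fold changes were 0.87 in Hep3B-IR (limma adjusted p = 0.00967) and 0.49 in Hep3B-CR cells (adjusted p = 0.0981). The difference of the change between Huh7 and Hep3B was -1.40 on the log2 scale (limma adjusted p = 0.00211), and it passed the threshold under all 23 alternatives of this test. The Huh7 parental replicates were 814 and 1138 CPM, and the DMSO replicates 778 and 580 CPM. With the DMSO libraries as reference, the change was -0.43 in Huh7-IR cells, not past the adjusted threshold, and 0.02 in Huh7-CR cells. The Huh7-CR decrease passed with DESeq2, at -0.60, and without Huh7 parental replicate 1, at -0.74. The Hep3B-IR increase was 0.80 without Hep3B parental replicate 1 and 0.73 without Hep3B-IR replicate 1, and neither passed the adjusted threshold. The Hep3B-CR increase passed with the DMSO libraries as reference, at 0.73, in a model of the Hep3B libraries alone, at 0.49, and after removal of each library's trend on GC content and transcript length, at 0.67, which was chosen after the data were seen.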

Given that the HIF1α mRNA levels were not changed in the Sorafenib-resistant HCC cells, yet HIF1α protein levels were increased, we hypothesized that the HIF1α protein was stabilized via its level of ubiquitination.

To test this hypothesis, we performed a small-scale functional siRNA screen of a panel of DUBs implicated in the regulation of HIF1α, including USP8, USP28, USP29, USP36, USP37, and UCHL1, with the Sorafenib-resistant HCC cell line HLE. siRNA-mediated knockdown of USP29 had the strongest effect on HIF1α protein levels, indicating that USP29 might be a key DUB in promoting HIF1α protein stability (Suppl. Fig. 3a, b). To further validate the role of USP29 in HIF1α stability, we analyzed the effect of two unique siRNAs against USP29 with varying knock-down efficiencies on HIF1α protein levels in Sorafenib-resistant HLE and SNU398 cells. Indeed, the efficiency of USP29 depletion of the two different siRNAs correlated with the extent of HIF1α protein loss (Fig. 2a; Suppl. Fig. 3c). Moreover, transfection of an increasing amount of plasmid expressing USP29 resulted in increasing stabilization of HIF1α in HLE cells (Fig. 2b). Finally, transfection of a siRNA-refractory cDNA encoding USP29 efficiently restored HIF1α protein levels in HLE and HEK-293T cells lacking endogenous USP29 (Fig. 2c; Suppl. Fig. 3d), supporting a role of USP29 in stabilizing HIF1α in HCC and HEK cells.

**Fig. 2:**
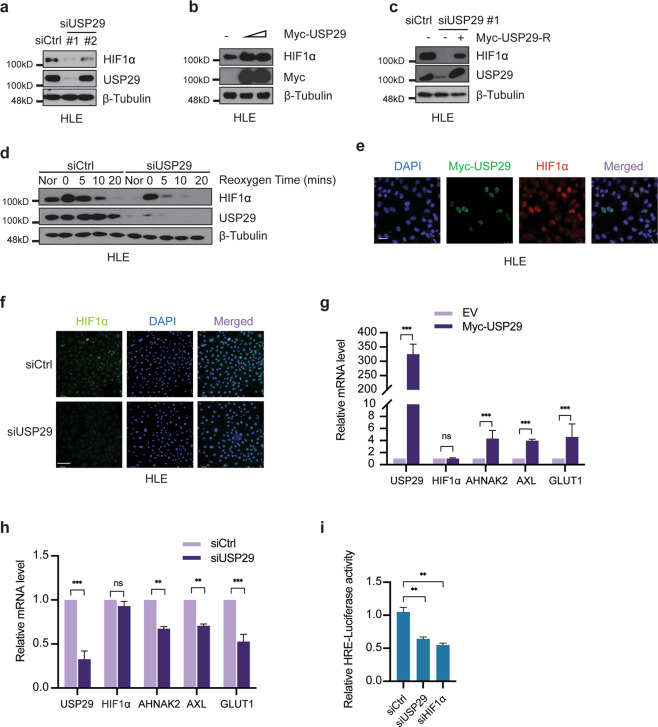
USP29 stabilizes HIF1α and promotes HIF1α’s transcriptional activity. **a** Depletion of USP29 diminished HIF1α protein levels in Sorafenib-resistant HLE cells. Two different siRNAs against USP29 (siUSP29#1 and siUSP29#2) were transfected into cells for the depletion of USP29. siUSP29#1 had a superior knockdown efficiency than siUSP29#2. Based on its high knockdown efficiency, siUSP29#1 was used for further experiments. Immunoblotting for β-Tubulin was used as loading control. Results represent three independent experiments. **b** USP29 promotes HIF1α protein stability. Myc-tagged USP29 was transfected into HLE cells, and endogenous HIF1α protein level was measured by immunoblotting. Immunoblotting for β-Tubulin was used as loading control. Results represent three independent replicative experiments. **c** Expression of an RNAi-resistant USP29 (Myc-USP29-R) rescued USP29 deficiency-induced instability of HIF1α. HLE cells were first transfected with siUSP29#1 and 24 h later with Myc-USP29-R or Empty-Vector. USP29 and HIF1α protein levels were determined by immunoblotting. Immunoblotting for β-Tubulin was used as loading control. Results represent three independent replicative experiments. **d** USP29 deficiency induces HIF1α protein degradation. HLE cells transfected with siCtrl or ON-TARGET siUSP29 were incubated in a hypoxia chamber (1% O_2_, 94% N_2_, 5% CO_2_) for 6 h and then moved to normoxia for 0, 5, 10, and 20 min. Culture in normoxia (Nor) was used as a control. Immunoblotting was used to visualize the kinetics of HIF1α degradation. Immunoblotting for USP29 was used to validate the knockdown efficiency and β-Tubulin as loading control. Results represent three independent replicative experiments. **e** USP29 promotes HIF1α stability and nuclear localization. A plasmid encoding for Myc-tagged USP29 was transfected into HLE cells and Myc-tagged USP29 and endogenous HIF1α were visualized by immunofluorescence microscopy analysis. Staining with DAPI was used to visualize nuclei. Results represent three independent experiments. Scale bar, 50 µm. **f** Loss of USP29 expression reduces HIF1α stability and nuclear localization. HLE cells were transfected with siCtrl or ON-TARGET siUSP29, and HIF1α was visualized by immunofluorescence microscopy for staining of endogenous HIF1α. DAPI staining was used to visualize nuclei. Scale bar, 132.5 µm. **g** USP29 promotes HIF1α transcriptional activity. Expression of the HIF1α target genes *AHNAK2, AXL, GLUT1* was examined in HLE cells transfected with a plasmid encoding for Myc-tagged USP29, and mRNA levels were determined by quantitative RT-PCR. Relative mRNA expression is shown. *n* = 3 independent replicates. ns = not significant; ***P < 0.001; Student’s *t*-test. **h** USP29 deficiency reduces HIF1α transcriptional activity. HLE cells were transfected with siCtrl or ON-TARGET siUSP29, and the expression of a panel of HIF1α transcriptional target genes was analyzed by quantitative RT-PCR. Relative mRNA expression is shown. *n* = 3 independent replicates. ns not significant; **P < 0.01; ***P < 0.001; Student’s *t*-test. **i** Loss of USP29 expression reduces HIF1α transcriptional activity. HLE cells were transfected with siCtrl, ON-TARGET siUSP29, and siHIF1α and 24 h later with plasmids carrying a HIF responsive element (HRE) driving the expression of *Firefly* luciferase (pGL4.42) and CMV promoter-driven *Renilla* luciferase (pRL-CMV) in a 10:1 mass ratio. Relative luciferase activities were measured by a dual-luciferase reporter assay. Results represent three independent experiments. **P < 0.01; Student’s *t*-test.

We further determined the robustness of USP29-mediated stabilization of HIF1α in a hypoxia-reoxygenation assay in Sorafenib-resistant HLE cells. While HIF1α levels were high under hypoxic culture conditions as compared with normoxia, upon reoxygenation HIF1α protein levels diminished over time in siControl-transfected cells (Fig. 2d). However, upon siRNA-mediated depletion of USP29, the loss of HIF1α protein was substantially accelerated, further supporting the key role of USP29 in stabilizing HIF1α.

As a transcription factor, HIF1α has to translocate to the nucleus to mediate its transcriptional outputs. We thus investigated the functional impact of USP29 on HIF1α nuclear localization and transcriptional activity. First, analysis of HLE cells by immunofluorescence microscopy revealed an increase in nuclear localization of HIF1α upon expression of Myc-tagged USP29 (Fig. 2e) and a reduction of nuclear HIF1α upon siRNA-mediated depletion of USP29 (Fig. 2f; Suppl. Fig. 3e). Second, the expression of HIF1α target genes was significantly increased upon the forced expression of Myc-tagged USP29, while the mRNA levels of HIF1α remained unaffected (Fig. 2g). Conversely, siRNA-mediated depletion of USP29 expression in HLE cells reduced expression of HIF1α target genes (Fig. 2h). Third, in line with the observed effects of USP29 on the expression of HIF1α target genes, siRNA-mediated ablation of USP29 reduced HIF1α transcriptional activity comparable to the siRNA-mediated depletion of HIF1α itself, as determined by a hypoxia response element (HRE)-driven luciferase reporter assay (Fig. 2i). Together, these findings suggest that USP29 is a potent positive regulator of HIF1α protein stability and transcriptional activity in Sorafenib-resistant HCC cells.

### USP29 interacts with and deubiquitylates HIF1α

We next sought to investigate the molecular mechanisms underlying USP29-mediated regulation of HIF1α protein stability. We hypothesized that USP29, as a DUB, specifically deubiquitylated HIF1α, thereby preventing its proteasomal degradation. To this end, we first examined a physical interaction between USP29 and HIF1α. Indeed, we found that USP29 binds HIF1α in both Huh7-IR and Huh7-CR Sorafenib-resistant cells (Fig. 3a, b). We also found that exogenous USP29 and HIF1α interact with each other when expressed in HEK-293T cells (Suppl. Fig. 3f, g). Moreover, exogenously expressed USP29 physically interacts with endogenous HIF1α in intrinsically Sorafenib-resistant HLE cells (Suppl. Fig. 3h).

**Fig. 3:**
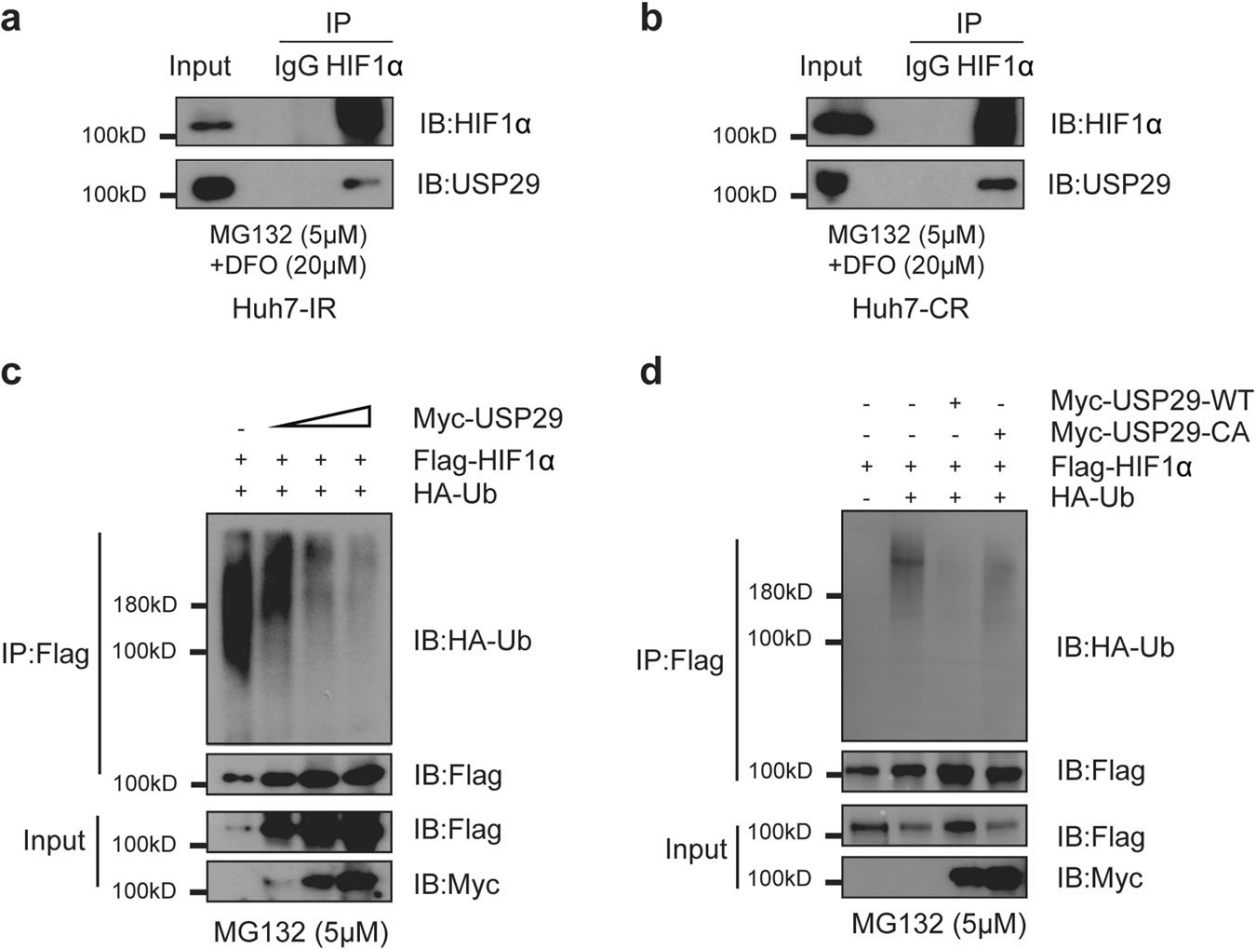
USP29 interacts with and deubiquitylates HIF1α. **a**, **b** Endogenous HIF1α interacts with USP29 in Sorafenib-resistant Huh7-IR and Huh-CR cells. Huh7-IR (**a**) and Huh-CR (**b**) cells were treated with 5 µM MG132 and 20 µM DFO for 8 h before harvest to enrich for HIF1α protein. anti-HIF1α antibody and irrelevant anti-IgG as control were used to precipitate (IP) endogenous HIF1α. Immunoprecipitates were then immunoblotted (IB) for HIF1α and for USP29. Input represents 1/10 of the lysate used for the immunoprecipitations. Results represent three independent experiments. **c** USP29 removes poly-ubiquitin from HIF1α. Increasing amounts of a plasmid encoding for Myc-USP29 were transfected together with Flag-HIF1α and HA-tagged ubiquitin (HA-Ub) into HEK-293T cells. Flag-HIF1α was then immunoprecipitated (IP) with anti-Flag antibody, and the precipitates were immunoblotted (IB) for HA (HA-Ub) and for Flag (Flag-HIF1α). USP29 reduced the poly-ubiquitination level of HIF1α. Input represents 1/10 of the lysate used for the immunoprecipitations. 5 µM MG132 was added into the culture medium 8 h before harvest to prevent proteasomal degradation. Results represent three independent experiments. **d** The catalytic activity of USP29 is required to remove poly-ubiquitin from HIF1α and to stabilize it. Plasmids encoding for Myc-tagged wildtype USP29 or Myc-tagged CA-mutant USP29 were transfected together with Flag-HIF1α and HA-tagged ubiquitin (HA-Ub) into HEK-293T cells. HIF1α was then immunoprecipitated (IP) with anti-Flag antibody, and the precipitates were immunoblotted (IB) for HA (HA-Ub) and for Flag (Flag-HIF1α). USP29 reduced the poly-ubiquitination level of HIF1α. Input represents 1/10 of the lysate used for the immunoprecipitations. 5 µM MG132 was added into the culture medium 8 h before harvest to prevent proteasomal degradation. Results represent three independent experiments.

Next, we assessed the functional consequence of the interaction of USP29 and HIF1α by focusing on the ubiquitination status of HIF1α. Interestingly, we observed less ubiquitylation of HIF1α upon expression of USP29 in a dose-dependent manner (Fig. 3c). The removal of ubiquitin on HIF1α seemed to be directly catalyzed by USP29, since a catalytically inactive form of USP29 (CA) failed to reduce ubiquitination of HIF1α (Fig. 3d) and, as a consequence, the CA form of USP29 was unable to stabilize HIF1α. Together, these results demonstrate that USP29 interacts with HIF1α to de-ubiquitinate and stabilize it.

### USP29 is a regulator of Sorafenib-resistance

The above results prompted us to further delineate the functional contribution of the USP29-HIF1α axis to Sorafenib resistance in HCC cells. We first tested whether the depletion of well-known DUBs for HIF1α, including USP8, USP28, USP29, USP36, USP37, and UCHL1, exert a synthetic lethal effect on Sorafenib-resistant HLE cells in the presence of Sorafenib. As a functional readout, we monitored the level of cancer cell apoptosis by immunoblotting for cleaved PARP. In line with our findings described above, siRNA-mediated knockdown of USP29 led to the highest levels of cell death in combination with Sorafenib treatment, compared to knockdown of other DUBs (Fig. 4a–c). Similar results were obtained with Hep3B and Huh7 cells, indicating that USP29 exerts a critical and general role in mediating Sorafenib resistance in HCC cells (Suppl. Fig. 4a, b).

**Fig. 4:**
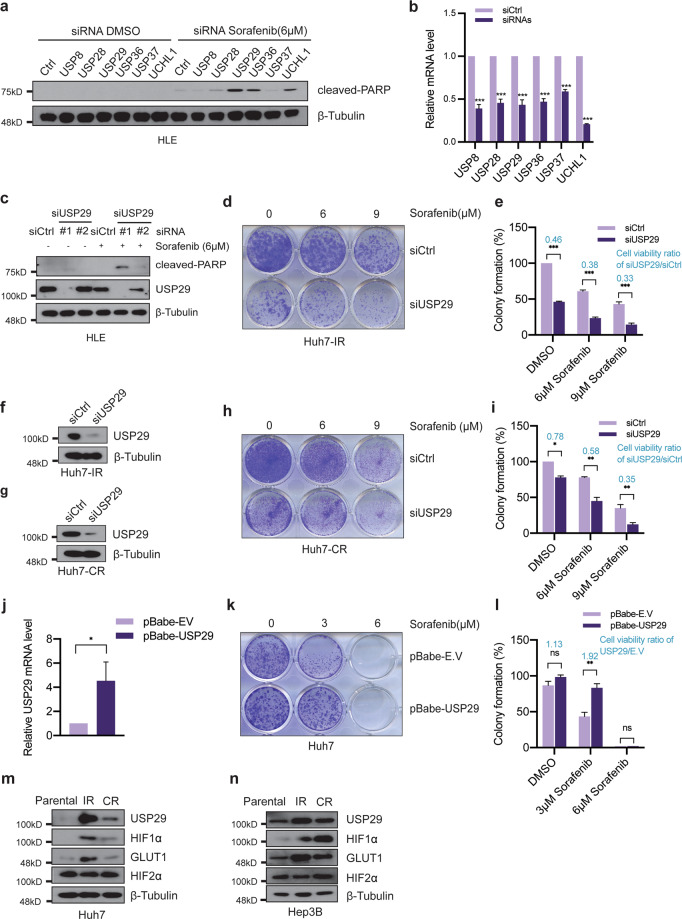
USP29 is a regulator of Sorafenib resistance in HCC. **a** siRNA-mediated mini-screen to identify DUBs required for cell survival. USP29 deficiency induces the highest levels of HLE cell apoptosis in response to short-term Sorafenib treatment. ON-TARGET siRNAs against selected DUBs and siCtrl (ON-TARGET plus NON-TARGETing pool; Horizon Discovery) were transfected into HLE cells, and the cells were treated with DMSO or with 6 µM Sorafenib, respectively, for 18 h. Immunoblotting for cleaved PARP shows that the depletion of USP29 induced the highest levels of apoptosis compared with other siRNAs. Immunoblotting for β-Tubulin was used as loading control. **b** Knockdown efficiencies of the siRNAs used in (**a**). Different siRNAs targeting USP8, USP28, USP29, USP36, USP37, UCHL1 were transfected into HLE cells, and quantitative RT-PCR analysis were conducted to determine knock down efficiencies. Results represent three independent experiments. **c** Two distinct siRNAs against USP29 (siUSP29#1 and siUSP29#2) were transfected into HLE cells, and the cells were treated with DMSO or 6 µM Sorafenib, respectively, for 18 h. Immunoblotting shows that siUSP29#1 had more knock down efficiency than siUSP29#2, and that the extent of cleaved PARP as a measure for apoptosis increased with knockdown efficiency. Immunoblotting for β-Tubulin was used as loading control. Results represent three independent experiments. **d**–**i** USP29 deficiency represses cell growth in Sorafenib-resistant cells. Colony formation assay was performed with Huh7-IR (**d**) and Huh7-CR cells (**h**) transfected with either siCtrl or ON-TARGET siUSP29 and treated with increasing concentrations of Sorafenib (0 μM, 6 μM, 9 μM) for two weeks. Colony formation was quantified by measuring crystal violet staining (**e**, **i**). The ratio of cell viability between USP29-deficient and USP29-wildtype cells is given in blue numbers (**e**, **i**). *n* = 3 independent replicates. ns = not significant; *P < 0.05; **P < 0.01; ***P < 0.001; Student’s *t*-test. The efficiency of USP29 knockdown in Huh7-IR and Huh7-CR cells was validated by immunoblotting (**f**, **g**). β-Tubulin was used as loading control. Results represent three independent experiments. **j**–**l** USP29 overexpression promotes cell survival in Sorafenib-sensitive cells (Huh7). Empty vector and USP29 stable-overexpressed Huh7 cell lines were established by the infection with empty lentivirus (pBabe-EV) or lentivirus coding for USP29 (pBabe-USP29). Quantitative RT-PCR analysis was conducted to validate the overexpression of USP29 (**j**). *n* = 2 independent replicates. Growth of the infected cells was determined by colony formation assay with Huh7-pBabe-EV and Huh7-pBabe-USP29 cells upon treatment with increasing concentrations of Sorafenib (0, 3, 6 μM) for two weeks (**k**). Colony formation was quantified by crystal violet staining (**l**). The ratio of cell viability between USP29-overexpressing and USP29-wildtype cells is given in blue numbers (**l**). *n* = 3 independent replicates. ns not significant; *P < 0.05; **P < 0.01; ***P < 0.001; Student’s *t*-test. **m**, **n** Immunoblotting analysis revealed that USP29 and HIF1α and its target GLUT1 were specifically expressed in Sorafenib-resistant Huh7-IR and Huh7-CR cells (**m**) and Hep3b-IR and Hep3B-CR cells (**n**), as compared to their parental Sorafenib-responsive cells, while HIF2α was not. Immunoblotting for β-Tubulin was used as loading control. Results represent three independent experiments.

To further explore the impact of USP29 in Sorafenib-resistant cells, we performed long-term colony formation assays with Huh7-IR and Huh7-CR cells. Indeed, we found that siRNA-mediated knockdown of USP29 reverted the acquired Sorafenib resistance in Huh7-IR and Huh7-CR cells and also the intrinsic Sorafenib resistance in HLE, SNU398, SNU449, and SNU475 cells (Fig. 4d–i; Suppl. Fig. 4c–n). Notably, the Sorafenib sensitivity induced by siRNA-mediated ablation of USP29 could be overcome by hypoxia treatment (Suppl. Fig. 5a–d). Conversely, stable overexpression of USP29 confers resistance to Sorafenib to otherwise Sorafenib-sensitive Huh7 cells (Fig. 4j–l). Analysis of the expression of USP29 revealed an increase in USP29 protein in Sorafenib-resistant Huh7-IR/CR and Hep3B-IR/CR cells as compared to their Sorafenib-sensitive parental cells (Fig. 4m, n). Consistent with increased USP29 protein levels, we observed an upregulation of HIF1α and HIF1α target genes (Fig. 4m, n). Together, the above results demonstrate a general role of the USP29-HIF1α axis in driving Sorafenib resistance in HCC cells. The molecular mechanisms underlying the stabilization of USP29 protein remain to be investigated.

### The USP29-HIF1α axis promotes glycolysis to mediate Sorafenib resistance

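A list of 23 genes of glycolysis and gluconeogenesis was written by hand, 17 of which are also on the HIF-1 signaling list, and 20 were among the genes tested. Among the genes higher in IR and CR cells of both lines, 3 were on the list (ENO2, HKDC1 and PFKP), where 1.24 would be drawn by chance (odds ratio 2.67, one-sided Fisher's exact p = 0.124, adjusted 0.357). In Huh7 the number was 5 (ENO2, HK1, HKDC1, PFKM and PFKP) with 3.90 by chance (exact p = 0.349), and in Hep3B it was 3 with 2.46 by chance (exact p = 0.454). With edgeR and with DESeq2 the shared set held 4 list genes, and the exact p was 0.0384 and 0.0403. In Huh7-IR cells 7 genes of the list were higher and 3 lower than in parental cells, in Huh7-CR 6 and 2, in Hep3B-IR 4 and 2, and in Hep3B-CR 5 and 1. Adjusted over all genes, 10, 6, 5 and 5 of them passed, and 10, 6, 5 and 3 when adjusted over the list alone. The measures of the list as a whole differed in sign in Huh7 cells. The median log2 fold change of resistant over parental cells was -0.20 and the mean 0.64, limma's camera ranked the list lower than other genes (adjusted p = 1.00), and fry gave an increase (adjusted p = 0.0761). In Hep3B cells the median was 0.13 and the mean 0.55, with an increase by limma's camera (adjusted p = 1.00) and fry (adjusted p = 0.0851). With an estimated inter-gene correlation, the adjusted camera p was 1.00 in both lines.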

Besides the hypoxia response, the transcriptomic analysis of Sorafenib-resistant cells also revealed pathways involved in cellular metabolism (Fig. 1a). In this context, we observed that the color of the culture medium of Sorafenib-resistant cells quickly changed to yellow even when cultured in the absence of Sorafenib (Fig. 5a). This observation suggested a general acidification caused by increased glycolysis and lactate excretion, and pH determination revealed lower pH values in the medium of Sorafenib-resistant Huh7-IR and Huh7-CR cells as compared to parental cells (Fig. 5b). To determine whether Sorafenib resistance is linked to glycolysis, we first measured glucose uptake and lactate production in Sorafenib-resistant Huh7-IR and Huh7-CR and in Sorafenib-responsive parental Huh7 cells. Indeed, we observed higher glucose uptake and lactate production in Sorafenib-resistant cells in comparison to their parental cells (Fig. 5c, d). 

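Of the genes in the RT-PCR panel of Fig. 5e, 14 are reported here from the libraries, while the PKM1 and PKM2 isoforms could not be separated in a table of genes. The libraries held too few reads of 2 of these genes for a test. USP29 had at most 2 reads (0.0287 CPM) in any of the 16 libraries, and SLC16A8 (MCT3) had 0 reads in all Huh7 libraries, where 3 reads, the limit that a count of 0 allows, correspond to at most 0.0644 CPM. In Huh7-IR cells 4 of the 12 genes tested were higher and 4 lower than in parental cells, and in Huh7-CR cells 5 were higher and 1 lower. Adjusted over all genes, 8 and 5 passed, and 8 and 6 when adjusted over the list alone. GLUT1 mRNA was higher in both lines. HK1 (gene ID 3098, chromosome 10, 71029740 to 71161640 in GRCh37) had the largest increase, from 1.99 ± 1.18 CPM (SD, n = 2) to 124 ± 5.52 in Huh7-IR and 77.3 in Huh7-CR cells, log2 fold changes of 5.45 and 4.77 (SE 0.24). HK2 was 130 ± 0.754 CPM in parental, 111 ± 16.6 in Huh7-IR and 150 ± 4.92 in Huh7-CR cells, log2 fold changes of -0.24 and 0.20 (limma adjusted p = 0.368 and 0.495). The HK2 change passed no threshold under any of 16 alternatives. SLC16A3 (MCT4) rose from 14.6 ± 2.87 CPM to 76.7 ± 40.2 in Huh7-IR and 47.8 ± 7.63 in Huh7-CR cells, log2 fold changes of 2.23 and 1.65 (limma adjusted p = 0.0041 and 0.0297). Its changes were 0.85 and 0.27 with the DMSO libraries as reference, neither past the adjusted threshold, and this rested on 1 library, with 17.4 CPM in DMSO replicate 1 and 86.6 CPM in replicate 2. The Huh7-CR change of SLC16A3 also lost it without a filter and in a model of the Huh7 libraries alone (1.65 each), and without any 1 of the libraries compared, at 1.84 without parental replicate 1, 1.46 without parental replicate 2, 1.81 without Huh7-CR replicate 1 and 1.49 without Huh7-CR replicate 2. PDK1 rose from 15.0 ± 0.129 CPM to 45.0 ± 8.63 in Huh7-IR and 37.0 ± 9.57 in Huh7-CR cells, log2 fold changes of 1.51 and 1.23, and with the DMSO libraries as reference these were 0.14 and -0.14. PDK1 was 23.7 CPM in DMSO replicate 1 and 67.9 CPM in replicate 2, so that only replicate 2 lay above the resistant libraries. The Huh7-CR change of PDK1 did not pass without parental replicate 1 (1.22), parental replicate 2 (1.24) or Huh7-CR replicate 1 (0.97). With all libraries kept, it did not pass with quantile normalization (1.06), without a filter (1.23), in a model of the Huh7 libraries alone (1.23) or after removal of the trend on GC content and transcript length (1.10). PDK3 fell by 1.97 in Huh7-IR and 1.71 in Huh7-CR cells on the log2 scale. LDHA was 1812 ± 104 CPM in parental cells and fell by 1.12 in Huh7-IR cells (limma adjusted p = 0.000838) and by 0.55 in Huh7-CR cells (adjusted p = 0.0603), where edgeR gave -0.64, DESeq2 -0.63 and TMM factors -0.65, all past the adjusted threshold, as was the change in a model with a replicate block. SLC16A7 (MCT2) fell by 1.22 in Huh7-IR cells, past the adjusted threshold, and by 0.54 in Huh7-CR cells, which passed with the DMSO libraries as reference, at -0.96, and after removal of the trend on GC content and transcript length, at -0.58. PGK1, SLC2A3 (GLUT3) and SLC16A1 (MCT1) did not pass the adjusted threshold in either line, with log2 fold changes from 0.02 to 1.20, except that SLC2A3 passed in Huh7-IR cells with DESeq2, at 2.79, and PGK1 did in Huh7-CR cells in a model of the groups compared alone, at 0.65. The SLC2A3 increase in Huh7-IR cells rested on 1 library, with 4.91 CPM in replicate 1 and 0.601 CPM in replicate 2, and was 0.25 without replicate 1. With the DMSO libraries as reference, SLC2A3 was -0.84 in Huh7-IR and -1.61 in Huh7-CR cells and PGK1 -0.29 and -0.03, none past the threshold. These values rested on DMSO replicate 2, which held 15.6 CPM of SLC2A3 and 425 CPM of PGK1, where replicate 1 held 0.828 and 196 CPM. SLC16A1 in Huh7-IR cells was -0.18 with edgeR, -0.20 with DESeq2 and -0.23 with TMM factors.

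**Figure D2:**
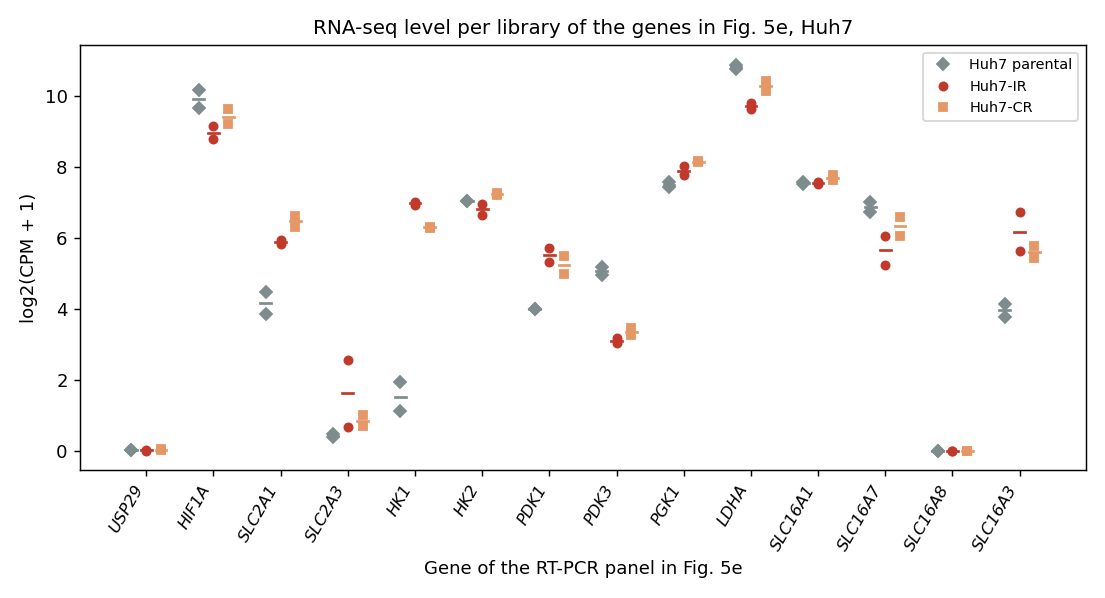
Log2(CPM + 1) of 14 genes of Fig. 5e in each library of Huh7 parental, Huh7-IR and Huh7-CR cells, with 2 replicates per group and a dash at the group mean. HK1, SLC2A1, SLC16A3, PDK1, PGK1 and SLC2A3 lie higher in every resistant library than in the parental ones. PDK3, LDHA, SLC16A7 and HIF1A lie lower in every resistant library, and USP29 and SLC16A8 lie at or near 0. PGK1 and SLC2A3 did not pass the adjusted threshold, nor did LDHA, SLC16A7 and HIF1A in Huh7-CR cells.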

In line with our transcriptomic analysis, a subset of glycolytic gene transcripts was found specifically upregulated in Sorafenib-resistant cells (Fig. 5e). These results indicate a glycolytic shift in Sorafenib-resistant cells.

**Fig. 5:**
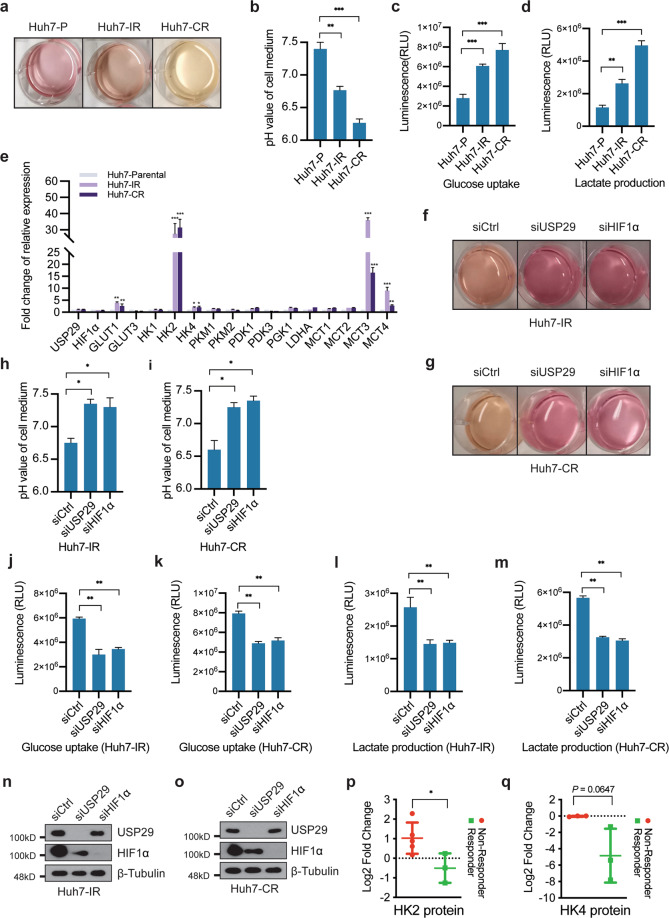
USP29/HIF1α axis in the regulation of glycolysis. **a**, **b** Huh7-IR/CR cells present increased acidification of cell medium. Cells were plated at the same numbers, and color changes of the culture medium were recorded 24 h after the seeding (**a**). pH values of the culture media were directly measured (**b**). *n* = 3 independent replicates. **P < 0.01; ***P < 0.001; Student’s *t*-test. **c**, **d** Sorafenib-resistant cells present with levels of glycolysis. Glucose uptake (**c**) and lactate production (**d**) were determined in Sorafenib-responsive Huh7 parental cells and in Sorafenib-resistant Huh7-IR and Huh7-CR cells. Normalized to cell numbers, Huh7-IR/CR cells showed higher glucose uptake and lactate production levels than Huh7 parental cells. *n* = 2 independent replicates. **P < 0.01; ***P < 0.001; Student’s *t*-test. **e** The mRNA levels of a selected subset of glycolysis-related genes were determined by quantitative RT-PCR in Sorafenib-responsive Huh7 parental cells and in Sorafenib-resistant Huh7-IR and Huh7-CR cells. High transcriptional levels of *GLUT1*, *HK2*, *HK4*, *MCT3,* and *MCT4* were found in the Sorafenib-resistant cells. The expression of *USP29* and *HIF1α* was unchanged between Huh7 parental cells and Huh7-IR/CR cells. *n* = 3 independent replicates. ns not significant; **P < 0.01; ***P < 0.001; Student’s *t*-test. **f**–**i** Depletion of USP29 or HIF1α diminishes the acidification of the culture medium in Sorafenib-resistant cells. Huh7-IR (**f**) and Huh7-CR (**g**) cells were plated at the same cell numbers 24 h after the transfection with siCtrl or ON-TARGET siRNAs against USP29 and HIF1α. Color changes were recorded 24 h later (**f**, **g**). pH values of the culture medium were directly measured in Huh7-IR (**h**) and Huh7-CR (**i**) cells. *n* = 2 independent replicates. *P < 0.05; Student’s *t*-test. **j**–**m** USP29 or HIF1α deficiency reduces glycolysis metabolism in Sorafenib-resistant cells. Huh7-IR (**j**, **l**) and Huh7-CR (**k**, **m**) cells were plated at the same cell numbers and transfected with siCtlr or ON-TARGET siRNAs against USP29 and HIF1α. Glucose uptake (**j**, **k**) and lactate production (**l**, **m**) were examined by determining relative luminescence (RLU) levels 24 h after siRNA transfection and normalized to cell numbers. *n* = 2 independent replicates. **n**, **o** Knockdown efficiencies of siRNAs against USP29 and HIF1α used in (**j**–**m**) as determined by immunoblotting. **p**, **q** Protein levels of hexokinase 2 (HK2), a major enzyme of the glycolytic pathway (**p**), and of hexokinase 4 (HK), the major liver hexokinase (**q**), were determined in a database of the whole proteomic analysis of needle biopsies from patients with HCC who responded to Sorafenib treatment (responder) or did not respond (non-responder). *P < 0.05; Student’s *t*-test.

It is widely recognized that glycolysis is an adaptive metabolic response driven by various stresses, such as hypoxia and drug therapy [19,20,]. HIF1α is one of the pivotal regulators of glycolysis by direct transcriptional regulation of key glycolytic genes. The finding that the USP29-HIF1α axis regulates Sorafenib resistance motivated us to investigate the functional connection between glycolysis and USP29-HIF1α-driven Sorafenib resistance. To this end, we first assessed the functional contribution of USP29-HIF1α to the acidification of culture medium. In comparison to siControl-transfected cells, siRNA-mediated depletion of USP29 or HIF1α in Sorafenib-resistant Huh7-IR and Huh7-CR cells prevented the culture medium color change and acidification (Fig. 5f–i) and reduced glucose uptake and lactate production (Fig. 5j–o).

We next assessed whether key glycolytic network gene transcripts were changed upon depletion of the USP29-HIF1α pathway in Sorafenib-resistant cells. Interestingly, the expression of *GLUT1*, *HK2*, *HK4*, *PDK1*, *MCT3*, and *MCT4* was significantly down-regulated in Sorafenib-resistant Huh7-IR and Huh-CR cells upon siRNA-mediated depletion of USP29 and HIF1α, compared to siControl-transfected cells (Suppl. Fig. 6a, b).

To assess whether Sorafenib resistance was linked to upregulation of glycolysis in HCC of patients, we analyzed the proteome of needle biopsies from tumors of Sorafenib responders and non-responders. Consistent with our in vitro analysis, Sorafenib non-responders showed high levels of HK2 in contrast to responders, indicating a potential upregulation of glycolysis in Sorafenib-resistant HCC of patients (Fig. 5p). The expression of the major liver hexokinase HK4 moderately, yet not significantly correlated with Sorafenib response in patients (Fig. 5q). Altogether, these findings suggest that USP29-mediated stabilization of HIF1α and its transcriptional output promote glycolysis and thus Sorafenib resistance in HCC cells.

### USP29 promotes sorafenib resistance in vivo

We next determined whether USP29 is required for Sorafenib resistance in vivo. To this end, Sorafenib-resistant SNU398 HCC cells were modified to stably express an shRNA against luciferase as control or an shRNA against USP29. These cells were then implanted into the flanks of immunodeficient NSG mice which were then treated or not with Sorafenib, and tumor growth was monitored over time. In line with our in vitro observations, tumor growth was significantly delayed and tumor weights significantly reduced upon USP29 knockdown and concomitant treatment with Sorafenib (Fig. 6a–c). This result indicated that depletion of USP29 re-sensitized Sorafenib-resistant HCC cells to Sorafenib in a preclinical mouse model of HCC in vivo. Immunohistochemical staining of USP29 and HIF1α on tumor sections confirmed that the siRNA-mediated knockdown of USP29 not only efficiently depleted USP29 but also reduced HIF1α levels (Fig. 6d). Immunohistochemical staining of cleaved Caspase 3 in tumor sections revealed that cancer cell apoptosis was increased by Sorafenib treatment but was even higher upon combination of Sorafenib with depletion of USP29 (Fig. 6d, e).

**Fig. 6:**
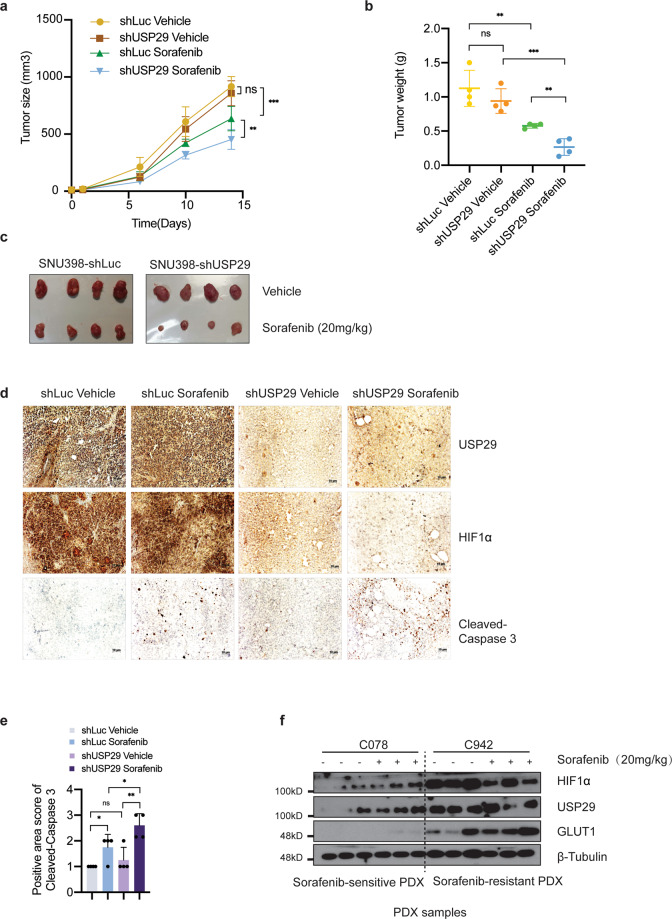
USP29 regulates responses to Sorafenib treatment in vivo. **a**–**c** Xenotransplanted HCC is re-sensitized to Sorafenib treatment upon depletion of USP29. Sorafenib-resistant SNU398 cells expressing either a control shRNA (shLuc) or a shRNA against USP29 (shUSP29) were implanted into the flanks of immunodeficient NSG mice and treated with vehicle solution or Sorafenib, respectively. Tumor growth curves over time (**a**) and tumor weights at the time of sacrifice (**b**) were determined, *N* = 4. Images of the tumors at the time of sacrifice are shown in (**c**). ns not significant; **P < 0.01; ***P < 0.001; Two-way ANOVA. **d**, **e** USP29-deficient tumors exhibit higher rates of apoptosis upon Sorafenib treatment. Histological sections of the tumors described in (**a**–**c**) were immunostained for USP29 and HIF1α (**d**). Immunostaining for cleaved Caspase 3 was used to quantify apoptosis (**d**, **e**). **f** Sorafenib-resistant PDX tumors present high USP29, HIF1α, and GLUT1 protein levels. Tumor pieces of HCC patient-derived xenotransplanted (PDX) mice which have been previously classified as Sorafenib-responsive or Sorafenib-resistant were analyzed by immunoblotting for the expression of HIF1α, USP29, and GLUT1. Immunoblotting for β-Tubulin was used as loading control. Results represent three independent experiments.

Finally, to explore whether an increased activity of the USP29-HIF1α axis correlated with Sorafenib resistance in patient samples, we analyzed USP29 and HIF1α in patient-derived xenotransplanted (PDX) tumors which were previously classified as either sensitive or resistant to Sorafenib treatment [21]. Indeed, immunoblotting revealed high levels of USP29, HIF1α, and its transcriptional target GLUT1 in Sorafenib-resistant PDX tumors as compared to Sorafenib-sensitive PDX tumors (Fig. 6f). Notably, the levels of these proteins were also increased in Sorafenib-sensitive tumors upon acute Sorafenib treatment, while the levels were already very high even without Sorafenib treatment in Sorafenib-resistant tumors.

In conclusion, the above data uncovered USP29 as a new regulator of HIF1α transcriptional activity which is critical to maintain Sorafenib-resistance in HCC cells by promoting glycolysis. Hence, the USP29-HIF1α axis represents a potential therapeutic target to overcome Sorafenib resistance in HCC.

## Discussion

Sorafenib, a small molecule multi-kinase inhibitor, targets Raf-1, B-Raf, vascular endothelial growth factor receptors (VEGFRs) [2,22,], and PDGFR-β (platelet-derived growth factor receptor β) involved in cancer cell proliferation, angiogenesis, and invasion in a wide range of cancer cells [23,24,]. It is the first line of standard therapy that has been approved by the FDA in 2007 for the treatment of advanced HCC patients. However, based on the sobering observation that the targeted therapy with Sorafenib has only a moderate and transient effect on HCC progression and fails to cure HCC patients, the delineation of the molecular mechanisms underlying Sorafenib resistance and the design and development of alternative therapies overcoming Sorafenib resistance are important.

Several factors and signaling pathways have been reported previously to contribute to Sorafenib resistance, including the PI3K-AKT, JAK-STAT, and ERK2 signaling pathways, epithelial-mesenchymal transition, and hypoxia-induced signaling [25,26,]. Previous results from our laboratory have identified LATS1 as a regulator of Sorafenib resistance in mediating a cross-talk between Hippo signaling and autophagy [18]. In spite of these findings, the actual mechanisms of Sorafenib resistance and potential therapeutic targets to overcome it still remain widely elusive.

Here we have identified the deubiquitylating enzyme (DUB) USP29 as one critical player in the maintenance of Sorafenib resistance in HCC cells in vitro and in vivo. USP29 deubiquitylates HIF1α, thereby stabilizing and activating it. Hypoxia is a key microenvironmental factor promoting cancer progression, including the induction of Sorafenib resistance in several different cancer types [27,28,]. As a frequent feature of solid tumors, hypoxia promotes cancer cell proliferation, tumor angiogenesis, metastasis, and metabolic changes which altogether may cause therapy resistance. HIFs are transcription factors that execute the response to oxygen deprivation. HIF1α and HIF2α have been reported to be highly expressed in HCC and both contribute to Sorafenib resistance [29,30,]. However, we found that HIF1α, but not HIF2α, is highly expressed in Sorafenib-resistant HCC cells. Moreover, depletion of HIF1α caused the death of Sorafenib-resistant cells, while depletion of HIF2α did not, indicating that HIF1α is the critical factor in maintaining Sorafenib resistance in HCC cells. These results are consistent with previous reports suggesting that HIF1α confers Sorafenib resistance in HCC patients [5,31,]. However, the actual mechanisms by which HIF1α activity is regulated in Sorafenib-resistant HCC cells and patients had remained unclear.

HIF1α protein stability is regulated by ubiquitination. In the presence of sufficient oxygen, HIF1α is ubiquitylated by the E3 ligase VHL and then rapidly degraded by the UPS [6–10]. Conversely, DUBs such as USP8, USP28, UCHL1 stabilize HIF1α by removing the polyubiquitin of HIF1α upon hypoxia or normoxia [6,32,33,]. Employing a functional mini-screen of a selected subset of DUBs, we identified USP29 as the most critical DUB in the stabilization and activation of HIF1α and in supporting Sorafenib resistance in HCC cells.

The contribution of DUBs to tumor progression and therapy resistance is not without precedence. For example, USP28 has been reported to stabilize MYC and to be highly expressed in colon and breast cancers [34]. USP36 and USP37 have been reported to regulate tumorigenesis by preventing MYC degradation in breast and lung cancer [16,35,]. USP7 can stabilize MDM2 to prevent degradation of the tumor suppressor p53 [36,37,], and USP8 has been described as a novel target for overcoming Gefitinib resistance in lung cancer [38]. In the context of HCC, USP10 promotes HCC cell proliferation and metastasis by deubiquitinating and stabilizing YAP and TAZ, the effector transcription factors of the Hippo signaling pathway, and SMAD4, the major signaling effector of TGFβ signaling [39,40,]. Thus, small molecular inhibitors have been developed to interfere with DUB function. P5091 (inhibitor of USP7) and b-AP15 (inhibitor of USP14/UCHL5) inhibit the growth of bortezomib-resistant multiple myeloma [41,42,]. The USP8 inhibitor 9-ethyloxyimino-9H-indeno[1,2-b] pyrazine-2,3-dicarbonitrile suppresses growth of non-small cell lung carcinoma (NSCLC) cells [38]. Here, we report that depletion of USP29 is sufficient to re-sensitize HCC cells to Sorafenib in vitro and in vivo, suggesting that USP29 is a novel and suitable target for overcoming Sorafenib resistance in HCC.

Consistent with previous reports [43,44,], our transcriptomic analysis of Sorafenib-resistant HCC cells revealed that glycolysis was highly upregulated in Sorafenib-resistant cells. Our study demonstrates that USP29 is associated with glycolysis through HIF1α, including glucose uptake and lactate production. Depletion of USP29 significantly reduces glycolysis and lactate production. Downregulation of *GLUT1*, *HK2*, *HK4*, *MCT3*, and *MCT4* upon USP29 knockdown further supports a link between USP29 and glycolysis. Notably, high expression of HK2, but not of HK4, the major liver HK, significantly correlated with patients who did not respond to Sorafenib therapy. However, we note that the increased glycolysis observed in Sorafenib-resistant HCC cells may also be due to the ongoing cell growth and proliferation and the subsequent high energy demand of Sorafenib-resistant cells. Hence, upregulated glycolysis may be part of, but not the exclusive mechanism of promoting Sorafenib therapy resistance in HCC cells.

A high level of glycolysis has been shown to contribute to therapy resistance in different types of cancers. Our laboratory previously reported that resistance to anti-angiogenic therapy relies on a glycolytic shift that establishes a metabolic symbiosis between hypoxic, glycolytic, and lactate-producing tumor cells and normoxic, lactate-importing tumor cells which use lactate and oxygen for oxidative phosphorylation [45]. In this previous study, interference with glycolysis or lactate transport overcame therapy resistance, suggesting that interference with glycolytic pathways may contribute to overcoming Sorafenib resistance, a notion that warrants further investigation.

In summary, our study identifies USP29 as a novel DUB that stabilizes and activates the transcription factor HIF1α in HCC. This USP29-HIF1α axis induces a glycolytic shift in HCC cells which is coupled with Sorafenib resistance. Our study also suggests that USP29 and HIF1α are translational biomarkers for the prediction of therapy response in HCC patients, highlighting the USP29-HIF1α-glycolysis regulatory network as an emerging therapeutic target to overcome therapy resistance in HCC patients.

## Materials and methods

### DNA constructs, siRNAs, and antibodies

A cDNA construct encoding for Flag-HIF1α was amplified from a cDNA library and cloned into pcDNA4.0, and Myc-USP29 was amplified from a cDNA library and cloned into pcDNA4/TO/myc-His B. To generate pBabe-USP29, a cDNA fragment coding for USP29 was cloned into pBabe-retro-puro-empty vector. To generate Myc-USP29-CA, Myc-USP29 was mutated at C294S and H831N. pGL4.42 and pRL-CMV were purchased from Promega. On-target siRNAs were purchased from Horizon Discovery. siUSP29#1, siUSP29#2 were ordered from Microsynth and are listed in Suppl. Table II. Myc-USP29-R was mutated on Myc-USP29 to be resistant to siUSP29#1, primers are listed in Suppl. Table II. The Sequences of siRNAs are presented in Suppl. Table II, antibodies used are listed in Suppl. Table III, and oligonucleotides are listed in Suppl. Table IV.

### Cell culture, transfection, and reagents

HEK-293T, SNU398 were obtained from American Type Culture Collection (ATCC), Huh7, HLE, Hep3B were kind gifts from L. Quagliata (Institute of Pathology, University Hospital Basel). All cell lines used in this study were tested for the absence of Mycoplasma contamination every two weeks.

Plasmids transfection into HEK293T cells were carried out using PEI (Polyethylenimine, Linear, MW 25000, Polysciences Catalog No. 23966-1), plasmids transfection into HCC cells were carried out with Lipofectamine 3000 (Invitrogen). siRNA transfections were carried out with Lipofectamine RNAiMAX (Invitrogen) according to the manufacturer’s instructions. pBabe-retro-puro or pSuper-retro-puro constructs were used for establishing stable knock-down and stable overexpressing cell lines, Platinium-A cells were used for retrovirus production, infections were performed using 8 μg/ml Polybrene.

### Dual-Luciferase report assay

Cells were seeded into 24-well plates, transfections of siRNAs were performed once cell confluence had reached 60%. Medium was changed after 8 h. Twenty-four hours later, pGL4.42 and pRL-CMV were transfected together into cells in a 10:1 mass ratio, and medium was changed after 8 h. Cells were washed with PBS twice, and *Firefly* luminescence and *Renilla* luminescence were measured using Dual-Luciferase report Assay Kit (Promega E1980) and a (Berthold Centro LB 960).

### Glucose uptake assay

Cells were seeded into 96-well plates (5000 cells per well), treated with DMSO or 6 μM Sorafenib, respectively, 18 h later cells were washed with PBS twice and Glucose uptake levels were measured using Glucose Uptake-Glo™ Assay Kit (Promega J1341) and a Berthold luminometer (Berthold Centro LB 960).

### L-Lactate assay

Cells were seeded into 96-well plate (5000 cells per well), treated with DMSO or 6 μM Sorafenib, respectively, 18 h later the medium was collected, and cells were washed with PBS twice, and the lactate levels of cell medium and cells were measured by using Lactate-Glo™ Assay Kit (Promega J5021) and a Berthold luminometer (Berthold Centro LB 960).

### Colony formation assay

Cells were seeded into 12-well plates (5000 cells per well) and cultured for 2 weeks, siRNAs were transfected every other day, culture medium with either DMSO or Sorafenib was exchanged every 24 h. Two weeks later cells washed with PBS and fixed with 4% Paraformaldehyde for 30 min at room temperature, washed with PBS again and stained with crystal violet (1 mg/ml dissolved into 10% Ethanol) for 30 min at room temperature. After washing with PBS, plates were left to dry, and cells stained with crystal violet were counted using Fiji (NIH Image).

### Tumor transplantation

SNU398-shLuc or SNU398-shUSP29 cells (1 × 10^6^ in 100 μl PBS) were implanted into the left flanks of immuno-deficient NOD/SCID; common γ receptor-/- (NSG) mice. When tumors were palpable, vehicle solution or Sorafenib (20 mg/kg) was applied daily via gavage for 3 weeks. Tumor width and length were measured twice a week, tumor volumes were calculated using the formulation of volume = length × width^2 ^× 0.52. All animal experiments were performed according to the Swiss Federal Animal Welfare Law under approval number 2839 by the Veterinary Office of the Canton Basel Stadt.

### PDX models

HCC needle biopsies from HCC patients were obtained at the University Hospital Basel, Basel, Switzerland and implanted into NOD/SCID, common γ receptor-deficient (NSG) mice to establish patient-derived xenotransplantation mouse models of HCC as previously described [21]. Upon re-transplantation into the flanks of NSG mice and tumor palpation, the mice were treated with Sorafenib (20 mg/kg) for 5 weeks, growth curves were recorded and xenograft samples were collected for analysis. Experiments were conducted with the approval of the ethics committee of the northwestern part of Switzerland (protocol #EKNZ 2014‐099) and the animal care committee of Canton Basel‐Stadt, Switzerland.

### Protein lysis, immunoprecipitation, ubiquitination assay

For immunoblotting analysis, cells were washed with 1× PBS twice and lysed with RIPA lysis buffer (Sigma R0278). Cell lysates were centrifuged and the pellets were removed before protein concentration measurement and immunoblotting analysis.

For immunoprecipitation, cells were washed with 1× PBS twice and lysed with CST lysis buffer (CST9803) supplemented with protease inhibitors (Sigma P2714) at 4 °C, then centrifuged at 13000 rpm for 10 min, and pellets were removed. 1/10 of the cell lysate was taken as input, the rest of the cell lysate were incubated with specific antibodies and protein A/G-Sepharose overnight at 4 °C. After five times washing with CST lysis buffer, the precipitated proteins were eluted with SDS-loading buffer and analyzed by immunoblotting.

For ubiquitination assays, cells transfected with plasmids were lysed with RIPA buffer supplemented with an additional 0.1% SDS to a final concentration of 0.2% SDS, followed by standard immunoprecipitation protocols.

For immunoblotting analysis, protein samples were fractionated by SDS-PAGE gels and transferred to PVDF membranes, then membranes were blocked with 5% skimmed milk in TBST, and antibodies were incubated with the membranes overnight at 4 °C. Membranes were washed with TBST 3 × 10 min and incubated with the secondary antibodies for 2 h at room temperature, then washed for 3 × 10 min with TBST. Chemiluminescence was detected with X-Ray films or a Fusion device (Analis) once the membranes were incubated with chemiluminescent HRP substrate (Millipore WBKLS0500). Fiji software was used to quantify the immunoblots by densitometry (NIH Image). Information on the antibodies used is presented in Suppl. Table III.

### RNA extraction and real-time PCR

RNA samples were extracted with TRIZOL reagent (Sigma T9424), reverse transcription PCR was performed with Reverse Transcriptase kit (Promega A3803), real-time PCR was performed using Powerup SYBR Green PCR master mix (A25743) and a Step-One Plus real-time PCR machine (Applied Biosystems). Human RPL19 expression was used for normalization. Sequences of primers are listed in Suppl. Table IV.

### Immunofluorescence

Cells were cultured on coverslips, washed with PBS twice and fixed with 4% paraformaldehyde for 10 min, and then washed twice PBS. Cells were permeabilized with 0.1% Triton (DAPI was also diluted into Triton at 100 ng/ml to stain the nucleus) on ice for 10 mins. After three times wash with PBS, cells were blocked with 5% goat serum for 1 h at room temperature, then incubated with diluted antibodies (in 5% goat serum) overnight at 4 °C. Cells were washed with PBS three times then incubated with secondary antibody (1:200 dilution) at room temperature for 1 h. Then cells were washed with PBS three times, and mounting medium was added to mount coverslips to glass slides. Immunofluorescence staining was visualized on a Leica DMI 4000/6000 fluorescence microscope.

### Immunohistochemistry

Tumor sections were deparaffinized with 3×10 min Roticlear, 2 × 5 min 100% EtOH, 1 × 10 min 90% EtOH, 1×5 min 80% EtOH, 1×5 min 70% EtOH, 1 × 5 min 30% EtOH, 3 × 10 min PBS. Antigen retrieval was performed in 10 mM pH6.0 citrate buffer in a pressure cooker, wash 3 × 10 min with 0.3% Trition-100 in PBS. Peroxidase was quenched with 3% H_2_O_2_ for 10 min, followed by washing 3×10 min PBS, and blocking with 2.5% goat serum for 30 min at room temperature. Incubation with primary antibody (diluted into 2.5% goat serum) was at 4 °C overnight, followed by washing 3 × 10 min with PBS, incubation with secondary antibody (Vector MP-7541-50) at room temperature for 30 min, washing 3 × 10 min with PBS, incubation with peroxidase substrate (Vector SK-4105) at room temperature for 5 min and washing with water for 5 min. Counterstaining with Hematoxylin was done for 1 min to stain nuclei, followed by washing with water for 5 min, and dehydration with 50% EtOH, 70% EtOH, and 95% EtOH for 5 min each, then 2 × 10 min 100% EtOH, and clearing with 2 × 10 min xylene. Coverslips were mounted with 2–3 drops mounting media (Thermo Fisher Scientific Cytoseal™ XYL mounting media 8312-4) and let try overnight.

Slides were imaged with a Zeiss brightfield microscope (Zeiss Axioskop 2 Plus) and analyzed with Fiji (NIH Image). Positive area scores were defined as: (1) 0-25% positive area, (2) 26-50% positive area, (3) 51–75% positive area, (4) 76–100% positive area.

### RNA-sequencing analysis

RNA was extracted in biological triplicates using miRNeasy Mini kit (Qiagen) according to the manufacturer’s instructions. RNA quality control was performed using a fragment analyser and the standard or high-sensitivity RNA analysis kits (Labgene; DNF-471-0500 or DNF-472-0500). RNA concentrations were measured using the Quanti-iTTM RiboGreen RNA assay Kit (Life Technologies/Thermo Fisher Scientific). A total of 200 ng of RNA was utilized for library preparation with the TruSeq stranded total RNA LT sample prep Kit (Illumina). Poly-A + RNA was sequenced with HiSeq SBS Kit v4 (Illumina) on an Illumina HiSeq 2500 using protocols defined by the manufacturer.

Single-end RNA-seq reads (81-mers) were mapped to the human genome assembly, version hg19 (GRCh37.75), with RNA-STAR [46], with default parameters except for allowing only unique hits to the genome (outFilterMultimapNmax = 1) and filtering reads without evidence in spliced junction table (outFilterType = “BySJout”). Expression levels per gene (counts over exons) for the RefSeq mRNA coordinates from UCSC (genome.ucsc.edu, downloaded in December 2015) were quantified using qCount function from QuasR package (version 1.12.0). The differentially expressed genes were identified using the edgeR package (version 3.14.0). Genes with p-values smaller than 0.05 and minimum log2-fold changes of ±0.58 were considered as differentially regulated and were used for downstream functional and pathway enrichment analysis.

### Functional enrichment analysis

We performed functional enrichment analysis of differentially expressed genes for biological processes or pathways in R using several publicly available Bioconductor resources including org.Hs.eg.db (version 3.3.0), GO.db (version 3.4.1), GOstats (version 2.42.0) [47], KEGG.db (version 3.2.3) and ReactomePA (version 1.16.2) [48]. The significance of each biological process or pathway identified was calculated using the hypergeometric test (equivalent to Fisher’s exact test) and those with *p* values ≤0.05 were considered significant.

### Gene set enrichment analysis (GSEA)

The GSEA analysis was performed using the JAVA application of the Broad Institute version 3.0 (http://www.broadinstitute.org/gsea). The gene sets used for the analysis were derived from gene ontology annotations, and pathways were obtained from the Kyoto Encyclopedia of Genes and Genomes (KEGG) (http://www.genome.jp/kegg/) databases.

### Patient material and ethics

All relevant ethical regulations were strictly followed in this study. All the analyses using human tissue samples reported in this study were approved by the ethics commission of Northwestern Switzerland (EKNZ, approval No. 361/12).

### Statistical analysis

All statistical tests were two-sided. Data are presented as mean. Bar plots with error bars represent mean ± standard derivation (SD). Statistical significance is defined as *P < 0.05; **P < 0.01; ***P < 0.001. All analyses were performed using Prism 8.0 (Graphpad Software, Inc., La Jolla, CA).

## Supplementary information

Supplementary Information

Supplementary Table I

## Data Availability

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Gerhard Christofori (). The RNA-sequencing files are deposited on GEO database under the accession number GSE158458.

How the deposited data were processed for this re-analysis (not part of the article)

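Poly-A+ RNA of 16 libraries was measured by single-end sequencing, with 2 replicates each of parental, DMSO, IR and CR cells of the HCC lines Huh7 and Hep3B. The paper's methods state biological triplicates and 200 ng of RNA prepared with a TruSeq stranded total RNA kit, and the sample labels give a TruSeq stranded mRNA kit with poly(A) enrichment. Samples were grouped by their titles, and all per-sample columns were used.

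The authors mapped the reads to hg19 with RNA-STAR, allowing only unique hits and only reads with support in the spliced junction table. They counted reads over exons of RefSeq mRNA coordinates with qCount of QuasR and tested differential expression with edgeR, as the methods state, while Suppl. Table I has the columns baseMean, lfcSE and stat, which are names used by DESeq2. The deposited table holds CPM for 26258 genes by gene ID, of which 26111 were matched to a symbol. The values of every library have the same sum and are whole multiples of the library's smallest step, so the authors divided the counts by the library total and applied no further scaling factor. This step recovered the reads of each gene, and 100% of the values were whole within 0.05 reads.

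Recovered totals in replicates 1 and 2 were 68722229 and 74663662 reads for Huh7 parental, 72504330 and 69618365 for Huh7 DMSO, 60321745 and 46613302 for Huh7-IR, and 64697819 and 76407060 for Huh7-CR cells. They were 74283128 and 71089113 for Hep3B parental, 76860251 and 72953111 for Hep3B DMSO, 74739455 and 70356198 for Hep3B-IR, and 75527374 and 52520852 for Hep3B-CR cells. The 10 most abundant genes took 2.71% to 6.46% of the reads of a library. A count of 0 allows up to 3 reads, which covers counting error only. Pearson's correlation of log2(CPM + 1) between replicates across genes lay between 0.971 in Huh7-IR and 0.995 in Hep3B DMSO cells. The SD of the difference between replicates was 0.571 in Huh7 DMSO and 0.566 in Huh7-IR cells, and 0.236 to 0.310 in the other groups. Replicates differed along GC content, with a Spearman correlation across genes of -0.53 in Huh7 parental, 0.51 in Huh7 DMSO and 0.38 in Hep3B DMSO cells.

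Since the table holds CPM, the log2 values with a pseudocount of 1 CPM were fitted with limma 3.58.1 in R 4.3.3, with a mean-variance trend. One fit held all 8 groups and shared a single estimate of the spread, over 15019 genes with at least 1 CPM in at least 2 libraries. IR and CR cells and the DMSO libraries were each compared with the parental libraries of their line. The mean change of IR and CR cells was compared between Huh7 and Hep3B by an interaction contrast. The thresholds were the paper's, an unadjusted p under 0.05 and an absolute log2 fold change of at least 0.58, with BH-adjusted p beside them. Calls for named genes used the adjusted p. Coordinates are from the GENCODE annotation on GRCh37.

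Lists of genes were written by hand from general knowledge of the pathways, for HIF-1 signaling (105 genes), glycolysis and gluconeogenesis (23 genes) and hypoxia (15 genes). They were assessed by a one-sided Fisher's exact test and by camera with an inter-gene correlation of 0.01, and the set test in the paper's methods (GSEA) was not repeated. The p of the set tests is from limma's model and was adjusted over the 6 tests, since an exact permutation test of 4 resistant libraries against 2 parental ones cannot give a p below 0.0667. A second list of 21 HIF-induced genes, a list of 25 cell cycle genes and a list of 25 hepatocyte genes served the tests of explanations, and the changes of the second HIF list in the resistant lines were counted without a set test. The second HIF list shares 0 genes with the hypoxia list. Random lists of the same size and expression were drawn 10000 times. The shared parental control of IR and CR cells was simulated 20 times from values without any change.

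The tests, the 3 pathway lists and the rule for naming genes were set before the data were examined. The rule named every gene of Fig. 1b and of the panel in Fig. 5e, EPAS1, ARNT, VHL and the DUBs named by the paper, and LATS1 and RPL19 were listed beside them. The DUBs USP7, USP10, USP14 and UCHL5, which the discussion names, were missing from the list and were added after the data had been seen. It also named the 3 genes with the largest and the 3 with the lowest mean change among genes changed the same way in all 4 comparisons whose resistant libraries all lay beyond the parental ones. For DMSO against parental cells of each line it named the 2 largest and the 2 lowest changes past the adjusted threshold, and for the difference between the lines the 2 largest in each direction. Values of DPYSL2, EGLN1, LOX, PLAUR and RRAGD in Suppl. Table I had been seen before the rule was written.

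The alternatives were edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 (Wald test) on the recovered reads, TMM factors or quantile normalization on top of CPM, and pseudocounts of 0.25 and 4 CPM. Others were no filter (23311 genes), a filter at 5 CPM (12786 genes), the DMSO libraries as reference, a replicate block, fits of the line or of the groups compared alone, each replicate left out in turn, the adjusted p as threshold, fry, and camera with an estimated correlation. Where a group was left with 1 library, that library was assumed to vary like the other groups. Removal of each library's trend on GC content and transcript length, by splines with 5 and 4 degrees of freedom over 14597 genes, was added after the data had been seen. Figures were drawn with matplotlib 3.10.9.

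The tests were checked on simulated counts with 200 genes changed by 2 on the log2 scale. Left out were the PKM1 and PKM2 isoforms, which a table of genes cannot separate, and set tests on Suppl. Table I, of which the first 1392 of 4525 entries were available. 1 gene of the panel in Fig. 5e and 1 test of other cells behind AXL and AHNAK2 are not reported here.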

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

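The tests of Hep3B RNA in a DMSO library, of other cells behind AXL and AHNAK2 and of transcription from HKDC1 into HK1 were chosen only after the results were seen, as was the removal of the trend on GC content and transcript length.

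The change from parental to resistant cells differed between Huh7 and Hep3B in 5252 genes by the interaction contrast in limma, and in 4414 with adjusted p, a comparison the paper does not report. A difference in depth is argued against, as 4412 genes passed after all libraries were thinned to 46613302 reads. A trend on GC content and transcript length is argued against by 4666 genes after its removal. Genes silent in 1 line cannot fall there, but 2534 genes passed among the 9799 with at least 5 CPM in all parental libraries. Over the alternatives the count ranged from 4131 with a pseudocount of 4 CPM to 5574 without Huh7-IR replicate 2. Each resistant culture was raised separately, so a difference between the lines and a difference between cultures both stay open.

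The largest differences, Huh7 minus Hep3B on the log2 scale, were 6.75 for ADAM19 and 6.45 for GRIK2, which rose in Huh7 (4.61 and 3.30) and fell in Hep3B (-2.15 and -3.16). ADAM19 fell by 3.76 in Hep3B-IR cells and by 0.54 in Hep3B-CR cells, where it did not pass. The difference for GRIK2 was 3.79 with the DMSO libraries as reference, and in Hep3B it was 23.5 and 6.23 CPM in the parental and 1.99 and 2.47 CPM in the DMSO replicates. In the other direction they were -9.69 for COL14A1 and -6.14 for MYO1D, which fell in Huh7 (-6.20 and -4.67) and rose in Hep3B (3.48 and 1.47). MTTP (-5.43) and AFP (-5.83) fell in both lines, and further in Huh7 cells. Among the genes the paper names, the difference was 4.53 for LOX, -1.26 for PDK3, -1.40 for HIF1A and -1.59 for UCHL1. UCHL1 rose in Hep3B cells (1.63) and hardly moved in Huh7 cells (0.05). These genes and AHNAK2 (2.68) passed the adjusted threshold under all 23 alternatives. No explanation was tested for them one by one.

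For RRAGD the difference was 2.65, and it lost the threshold under 11 of the 23 alternatives, with adjusted p from 0.000563 to 0.113. They include leaving out Huh7 parental replicate 1 (2.41) or 2 (2.89), Huh7-CR replicate 1 (2.59), Hep3B parental replicate 1 (2.45) or 2 (2.84), Hep3B-IR replicate 1 (2.61) or 2 (2.69), and Hep3B-CR replicate 1 (2.64) or 2 (2.66). USP36 differed by 0.82, and not past the threshold without Hep3B parental replicate 1 (0.79) or Huh7 parental replicate 2 (0.67). AXL differed by 1.66, and not past the threshold with a pseudocount of 4 CPM (1.10), with the DMSO libraries as reference (1.02), or without Hep3B parental replicate 1 or Huh7 parental replicate 2 (1.64 each).

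AXL and AHNAK2 were near 0 in parental and abundant in resistant libraries of both lines. Cells of the other line in the cultures are argued against, since transcripts of the other line reached a median of at most 0.415% of their level there, while AXL would need 40.5% to 247%. Replacement of Huh7 cells by cells without XIST is argued against, since XIST rose by at least 1.44 on the log2 scale in the resistant Huh7 cells. For the Huh7 cultures, XIST leaves open cells of another line that express it. It also leaves open a share of cells without it from lines other than Hep3B. Cells of any line other than Huh7 in the Hep3B cultures also stay open on the results reported here. So do a change of state within the cells and the outgrowth of a subclone of the same line, which were not tested.

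HK1 differed between the lines by 4.87, with a rise of 5.11 in Huh7 and 0.23 in Hep3B cells. Transcription running on from the neighboring gene HKDC1 wherever HKDC1 rises is argued against by Hep3B. There HKDC1 rose by 4.69 in IR and 5.46 in CR cells while HK1 reached at most 0.254 CPM in their libraries. In Huh7 cells HKDC1 rose beside HK1, by 4.80 in IR and 4.52 in CR cells, so Hep3B cannot exclude such transcription in Huh7 cells. The count models place HK1 past the adjusted threshold in resistant Hep3B cells, at 3.15 and 3.02 with edgeR, from few reads, as do fits of the line or of the groups compared alone, at 0.24 and 0.23. With the count models the difference between the lines was 2.41 (edgeR) and 2.32 (DESeq2), neither past the threshold (adjusted p from 3.7e-08 to 0.239 over the alternatives). A change in the regulation of HK1 in Huh7 cells stays open, as does transcription running on from HKDC1 there.

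The DMSO libraries, which the paper does not describe, differed from the parental ones in 726 genes in Huh7 and 237 in Hep3B cells with adjusted p (limma), where the paper's unadjusted threshold gave 2171 and 1210. Of the unadjusted calls 73.8% and 69.8% were higher, against 53.5% and 58.7% after quantile normalization, and TMM factors gave 61.2% in Huh7. A difference in depth is argued against, with 712 and 233 genes after thinning, and the trend on GC content and transcript length with 969 and 237 after its removal. The unadjusted Huh7 count was 4432 without DMSO replicate 1 and 948 without DMSO replicate 2, and the Hep3B count 763 without DMSO replicate 2. An effect of DMSO, and culture conditions that differed between parental and DMSO cells, stay open.

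In Huh7 the named genes of this comparison were HAMP (4.32) and SCNN1A (4.20), higher in DMSO cells, and DPYSL3 (-2.88) and PTPRZ1 (-2.49), lower. HAMP was 3.93 CPM in DMSO replicate 1 and 89.2 CPM in replicate 2, and SCNN1A 5.61 and 105 CPM. The HAMP change did not pass without Huh7 parental replicate 1 (4.36) or 2 (4.28) or DMSO replicate 2 (2.22), that of SCNN1A without parental replicate 1 (4.05) or 2 (4.34), and that of DPYSL3 without parental replicate 1 (-2.41) or DMSO replicate 2 (-2.23). In Hep3B they were COL2A1 (4.43), GPAM (3.97), CHODL (-2.82) and MAGEA3 (-2.79). GPAM did not pass without Hep3B parental replicate 1 (3.32), and CHODL did not with edgeR or DESeq2 (-3.11 each). None of these 8 genes passed the adjusted threshold in a fit of the groups compared alone, and none of the 4 in Huh7 did in a fit of the Huh7 libraries alone. HAMP and SCNN1A did not pass without a filter, nor HAMP with a pseudocount of 4 CPM (2.74).

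Hypoxia-induced genes differed between the DMSO replicates of both lines. The list of 15 genes, of which 5 are on the HIF-1 signaling list, 5 on the glycolysis list and 2 in Fig. 1b or Fig. 5e, had a median of replicate 2 minus replicate 1 of 0.47 in Huh7 and 0.29 in Hep3B cells. These medians lay at percentiles 99.96 and 100 of 10000 random lists. CA9, chosen after its values were seen, was 0.152 and 9.15 CPM in the Huh7 replicates and 3.88 and 39.5 CPM in the Hep3B replicates. The trend on GC content and transcript length is argued against, with a percentile of at least 99.73 after its removal. Hep3B RNA in the Huh7 library is argued against, since 16 transcripts found in Hep3B and not in Huh7 parental cells reached a median of 1.13% of their Hep3B level, where 66.1% would be needed. The second list of HIF-induced genes, with medians of 1.17 and 0.37, stayed at percentile 100 in both lines after removal of the trend. A candidate explanation is less oxygen in the cultures of replicate 2, such as from a denser culture, which is a hypothesis found and tested on the same 4 libraries. Other ways of activating HIF in these cultures stay open, and the labels give no culture density.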

How the results depend on the processing

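Removal of the trend on GC content and transcript length was the alternative chosen only after the results were seen.

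Of 459 values of 24 results that answer a comparison under an alternative, 426 kept their side of the threshold, or for counts stayed within 1.5 times. Of the others, 16 were weaker, 8 stronger, 7 moved and 2 reversed. Of 3216 values for 195 changes of named genes, 2969 kept their side, 176 were weaker, 70 stronger and 1 reversed. A change of direction counted as reversed only where the main or the alternative value passed the threshold. HIF1A in Huh7-CR cells, at -0.50 and with the DMSO libraries as reference at 0.02, thus counted as kept. Every alternative set in advance was run. For DESeq2 the shift of the lists was tested with cameraPR. The counts of differentially expressed genes in all 4 resistant lines stayed within 1.5 times, from 6128 to 8071 genes in Huh7-IR, 4305 to 6257 in Huh7-CR, 3470 to 5218 in Hep3B-IR and 4078 to 5777 in Hep3B-CR cells. The shared genes ranged from 1065 to 1755.

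The count for Huh7 DMSO cells, 2171, was 1214 in a fit of the groups compared alone, 726 with adjusted p, and 948 to 4432 with 1 library left out, the extremes without DMSO replicate 2 and without DMSO replicate 1. The count for Hep3B DMSO cells, 1210, was 774 with a pseudocount of 4 CPM, 237 with adjusted p, and 763 (without DMSO replicate 2) to 1212 with 1 library left out. A larger pseudocount shrinks log2 fold changes and an adjusted p is stricter by construction, and for the others the cause was not tested.

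The over-representation of HIF-1 signaling among genes higher in both lines (p = 0.0427, Fisher's exact test) was 0.0523 with a pseudocount of 0.25 CPM, 0.252 with the DMSO libraries as reference, 0.157 in fits of each line alone and 0.0882 with adjusted p. It was lowest with TMM factors, at 0.00979. The DMSO reference was not uniform for hypoxia-induced genes, which were higher in replicate 2 than in replicate 1 of both lines. With 1 library left out the exact p ranged from 0.0187 to 0.172, the highest without Huh7 parental replicate 2, and the other 7 libraries that raised it over 0.05 were Huh7 parental replicate 1 (0.152), Huh7-CR replicates 1 (0.106) and 2 (0.0802), Hep3B parental replicate 1 (0.105), Hep3B-IR replicate 2 (0.0973) and Hep3B-CR replicates 1 (0.0509) and 2 (0.0832). The over-representation of glycolysis fell from an exact p of 0.124 to 0.0384 with edgeR and 0.0403 with DESeq2. The cause was not tested.

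Set tests depended on the kind of test. By limma's fry, HIF-1 signaling and glycolysis moved to an increase in Huh7 cells, with unadjusted p of 0.0347 and 0.038. There camera ranked both lower, but with unadjusted p of 0.9999 and 0.972 it found no shift from other genes. HIF-1 signaling in Hep3B passed by fry, with 0.0162. All 3 fry results had an adjusted p of 0.0761 over the 6 set tests, so none passed after adjustment. By construction fry does not compare a list with other genes, while camera does. With the DMSO libraries as reference the hypoxia list in Huh7 passed as a decrease by camera, with an unadjusted p of 0.0288. In Huh7 DMSO cells this list had a median of 0.47 for replicate 2 minus replicate 1. The cause was not tested.

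HIF1A in Huh7-IR cells was -0.43 with the DMSO libraries as reference and not past the threshold. In Huh7-CR cells it passed with DESeq2 (-0.60), and with 1 library left out it ranged from -0.74 (past, without Huh7 parental replicate 1) to -0.26. In Hep3B-IR cells it ranged from 0.73 to 1.01 with 1 library left out, and did not pass without Hep3B-IR replicate 1 (0.73) or Hep3B parental replicate 1 (0.80). In Hep3B-CR cells it passed with the DMSO libraries as reference (0.73), after removal of the trend on GC content and transcript length (0.67) and in a fit of the Hep3B libraries alone (0.49). PDK1 in Huh7-CR cells reversed to -0.14 with the DMSO libraries as reference, not past the threshold, and the DMSO replicates held 23.7 and 67.9 CPM. The cause was not tested.

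The replicate numbers were checked for pairing by the correlation, across genes, of the replicate differences of 28 pairs of groups, which lay between -0.22 and 0.44, with 13 over 0.1 and 0.41 between the DMSO groups. With the replicate number as a block the counts were 7523, 5557, 4556 and 5283 for the 4 resistant lines, and the HIF-1 signaling p was 0.0876. The cause was not tested.

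After thinning of all libraries to 46613302 reads, 4412 genes differed between the lines, against 4414 before. In simulated counts with 200 changed genes, limma found 186 and called 399 unchanged genes at the paper's threshold, and 158 and 7 with adjusted p. With edgeR these were 195, 490, 153 and 8, and with DESeq2 192, 526, 173 and 52. Genes near 0 reads, such as USP29 and SLC16A8, could not be compared at this depth.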

Differences from the paper's values

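All tests and alternatives named here were set before the data were examined, and the values from Fig. 1a and the directions in Fig. 1c and Fig. 5e were read by eye. The paper's log2 fold changes and their standard errors are from Suppl. Table I, whose columns baseMean, lfcSE and stat have the names used by DESeq2, while the methods name edgeR, so the tool behind them is not known.

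For PDK3 in Hep3B-CR cells the paper's log2 fold change in Suppl. Table I is -0.98, and here it was -0.17, with a range of -0.47 to -0.12 that reached the paper's value under none of the 16 alternatives. For PDK3 in Hep3B-IR cells the paper's value is -1.60 and here it was -0.99, within the error of the paper's with edgeR, DESeq2 and quantile normalization and not under the other 13 alternatives.

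For NTS the paper's values are -8.30 in Huh7-CR and -8.27 in Huh7-IR cells, and here they were -7.37 and -7.17. Both were within the error with edgeR, DESeq2 and a pseudocount of 0.25 CPM, and not under the other alternatives. For MTTP the paper's values are -8.78 in Huh7-CR and -8.64 in Huh7-IR cells, and here they were -7.75 and -7.85. The first was within the error with a pseudocount of 0.25 CPM and with the DMSO libraries as reference, the second under these and with TMM factors, and neither under the others.

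For glycolysis and gluconeogenesis the paper's bar is at about 1.4 in Fig. 1a, read by eye, as the negative log10 of p, and here it was 0.91 with a hand-written list. It came within 1.5 times with edgeR, DESeq2 and TMM factors, and not under the other 22 alternatives.

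Fig. 1b lists EGLN1 among the targets highly expressed in resistant cells, and EGLN1 was lower in all 4 resistant lines here, at -2.83, -1.28, -1.72 and -1.90, as it is in the paper's Suppl. Table I. LOX, also in Fig. 1b, was higher in Huh7-IR (2.89) and Huh7-CR cells (3.67), but its values in Hep3B-IR and Hep3B-CR cells were -1.54 and -0.96, negative as in Suppl. Table I and not past the adjusted threshold. Of the 14 genes of Fig. 1b, the other 12 were higher in all 4 lines.

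The paper states that HIF1α mRNA was unchanged in resistant cells, and marks no significant difference in Huh7 cells by RT-PCR in Fig. 1c and Fig. 5e, although the legend of Fig. 1c names HIF1α among the transcripts that are high in resistant cells. In the libraries HIF1A was lower in Huh7-IR (-0.95) and higher in Hep3B-IR cells (0.87) past the adjusted threshold, while Huh7-CR (-0.50) and Hep3B-CR (0.49) did not pass it. With the DMSO libraries as reference no Huh7 change passed, at -0.43 and 0.02.

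Fig. 5e shows by RT-PCR that HK2 and MCT3 were higher in Huh7-IR and Huh7-CR cells. HK2 changed by -0.24 and 0.20 here, and SLC16A8 (MCT3) had 0 reads in Huh7. The panel shows no increase of HK1, which rose by 5.45 and 4.77 here. GLUT1 and MCT4 rose in the panel and here, SLC2A1 by 1.71 and 2.30 and SLC16A3 by 2.23 and 1.65, and USP29 was near 0 throughout.

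The paper's discussion describes glycolysis as highly upregulated in the transcriptome. Of the 20 glycolysis genes tested, 7 were higher and 3 lower in Huh7-IR, 6 and 2 in Huh7-CR, 4 and 2 in Hep3B-IR, and 5 and 1 in Hep3B-CR cells, and the exact p for both lines was 0.124, with 0.0384 by edgeR and 0.0403 by DESeq2.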

Other observations

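The tests of lower proliferation and of lost hepatocyte identity were chosen only after the results were seen, as was the removal of the trend on GC content and transcript length.

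Cell cycle genes were lower in resistant cells of both lines. A list of 25 genes had a median log2 fold change of resistant over parental cells of -1.44 in Huh7, where 25 were lower, and -1.62 in Hep3B, where 23 were lower. Over the 4 tests of the cell cycle and hepatocyte lists, camera in limma gave an adjusted p of 1.5e-11 in both lines with the preset correlation and 0.0926 in both with the estimated one, and fry gave 0.000316 and 0.000652. The decrease thus did not pass with the estimated correlation. The trend on GC content and transcript length is argued against, since the unadjusted camera p was at most 1.3e-10 after its removal. Lower proliferation of the resistant cells under Sorafenib stays open, since its only test was this same shift, which had prompted it. Growth was not measured in these libraries, and the drug in the medium and the resistant state were present together.

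Hepatocyte transcripts were lower in resistant cells of both lines. Of a list of 25 genes, 24 were tested, with a median of -3.63 in Huh7, where 23 were lower, and -2.14 in Hep3B, where 22 were lower. Adjusted in the same way, camera gave 2.5e-12 and 2.7e-09, and 0.0926 in both lines with the estimated correlation, and fry gave 2.7e-05 and 0.00092. The trend on GC content and transcript length is argued against by an unadjusted camera p of at most 8.1e-09 after its removal. With the DMSO libraries as reference the unadjusted camera p was at most 5.3e-14, and the adjusted p with the estimated correlation was 0.0826 in both lines. The medians were then -4.75 in Huh7 and -3.13 in Hep3B. This reference was itself shifted, with medians of DMSO over parental cells of 0.83 in Huh7 and 1.04 in Hep3B. At the paper's threshold 8 of the list were higher and 0 lower in Huh7 DMSO cells, and 12 and 0 in Hep3B. Adjusted over all genes, 3 and 1 passed. A loss of hepatocyte identity, an effect of the drug on these transcripts and a selection of cells that lacked them all stay open, since the same decrease against another reference does not separate them.

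The paper names further regulators of HIF1α. UCHL1 did not pass the adjusted threshold in Huh7-IR (0.11) and Huh7-CR cells (-0.02), except in Huh7-IR cells after removal of the trend on GC content and transcript length (0.50) and with the DMSO libraries as reference (0.36). It was higher in Hep3B-IR (1.31) and Hep3B-CR cells (1.95), at 460 and 720 CPM against 185 CPM in parental cells. USP36 rose by 1.89 in Huh7-IR, 0.81 in Huh7-CR and 0.93 in Hep3B-CR cells, and by 0.13 in Hep3B-IR cells, which did not pass. EPAS1, which encodes HIF2α, changed by 0.55, 0.04, 0.35 and 0.65 in the order Huh7-IR, Huh7-CR, Hep3B-IR and Hep3B-CR. The Hep3B-CR value alone passed the adjusted threshold, which it lost under 9 of 16 alternatives, among them without Hep3B parental replicate 1 (0.37) and without Hep3B-CR replicate 1 (0.52) or 2 (0.78). The Huh7-IR value passed with quantile normalization (0.60), a filter at 5 CPM (0.55), a replicate block (0.55) and without Huh7 parental replicate 2 (0.74). In the same order ARNT changed by -0.08, -0.23, -0.52 and -0.25, VHL by 0.19, -0.08, -0.10 and -0.37, USP8 by 0.16, 0.00, 0.22 and 0.18, USP28 by 0.42, 0.48, 0.20 and -0.01, USP37 by -0.30, -0.01, 0.37 and 0.25, and LATS1 by 0.44, 0.12, 0.00 and -0.01. Of these changes, ARNT in Hep3B-IR, VHL in Hep3B-CR, USP28 in Huh7-IR and Huh7-CR, and LATS1 in Huh7-IR cells passed the adjusted threshold, all at less than 0.58 in size, and they lost it under 2, 3, 10, 5 and 7 of 16 alternatives.

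The losses were without Hep3B parental replicate 1 (-0.48) or Hep3B-IR replicate 2 (-0.44) for ARNT, and without Hep3B parental replicate 1 (-0.38) or 2 (-0.35) or Hep3B-CR replicate 2 (-0.31) for VHL. USP28 lost it in both Huh7 lines with quantile normalization (0.20 and 0.36) and in a fit of the Huh7 libraries alone. USP28 also lost it in both without either parental replicate or without replicate 1 of the resistant line. These values were 0.24 to 0.44 in Huh7-IR and 0.40 to 0.50 in Huh7-CR cells. In Huh7-IR cells alone USP28 also lost it with edgeR (0.24), DESeq2 (0.23), TMM factors (0.17) and the DMSO libraries as reference (0.35). The same held there in a fit of the groups compared alone (0.42). LATS1 lost it with edgeR (0.23), DESeq2 (0.22) and TMM factors (0.19), in fits of the line or of the groups compared alone, and without parental replicate 1 (0.32) or Huh7-IR replicate 1 (0.39). USP8 passed in all 4 lines with the DMSO libraries as reference, at 0.59, 0.44, 0.43 and 0.39, and LATS1 did in Huh7-CR cells (0.53). ARNT also passed in Huh7-IR (-0.33) and Huh7-CR cells (-0.33) with TMM factors, in Huh7-CR cells with the DMSO libraries as reference (-0.47), and in Hep3B-CR cells with edgeR (-0.37), DESeq2 (-0.38) and TMM factors (-0.36). USP37 passed in Huh7-IR cells with TMM factors (-0.54) and in Hep3B-IR cells in a fit of the Hep3B libraries alone (0.37), and USP8 in Hep3B-CR cells after removal of the trend on GC content and transcript length (0.33).

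Of the DUBs that the paper's discussion names, USP7 changed by -0.84, -0.58, -0.34 and -0.27, USP10 by -0.87, -0.58, -0.46 and -0.55, USP14 by 0.42, 0.41, 0.20 and 0.15, and UCHL5 by -0.68, -0.51, -1.23 and -0.69 in the same order. All passed the adjusted threshold but USP7 and USP14 in both Hep3B lines. Against the DMSO libraries USP7 lost it in Huh7-CR (-0.34), USP10 in Hep3B-IR (-0.29) and UCHL5 in Hep3B-CR cells (-0.33), and USP14 gained it in Hep3B-IR (0.47) and Hep3B-CR cells (0.42). USP10 in Hep3B-IR cells also lost it without Hep3B parental replicate 1 (-0.47) or 2 (-0.46) or Hep3B-IR replicate 1 (-0.44). UCHL5 in Huh7-CR cells lost it without Huh7 parental replicate 1 (-0.51) or 2 (-0.50) or Huh7-CR replicate 2 (-0.43), and in a fit of the Huh7 libraries alone. USP14 lost it under 6 of 16 alternatives in Huh7-IR and 7 in Huh7-CR cells, among them edgeR (0.23 and 0.31), DESeq2 (0.21 and 0.32), TMM factors (0.17 and 0.31) and leaving out Huh7 parental replicate 1 (0.34 and 0.33) or replicate 1 of the resistant line (0.36 and 0.42), and in Huh7-CR cells replicate 2 (0.41). USP7 in Hep3B-IR cells passed in a fit of the Hep3B libraries alone (-0.34) and after removal of the trend on GC content and transcript length (-0.41). USP26 had at most 5 reads in a library and was not tested.

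RPL19, the reference gene of the RT-PCR, changed by 0.36, -0.03, 0.13 and 0.52, past the adjusted threshold in Huh7-IR (limma adjusted p = 0.0496) and Hep3B-CR cells (limma adjusted p = 0.0134). It lost the threshold under 12 and 5 of 16 alternatives. In Huh7-IR cells these included edgeR (0.16), DESeq2 (0.14) and TMM factors (0.11), and leaving out Huh7-IR replicate 1 (0.35) or 2 (0.36) or parental replicate 2 (0.25). In Hep3B-CR cells they were edgeR and TMM factors (0.40 each), the DMSO libraries as reference (0.35), and leaving out Hep3B parental replicate 1 (0.42) or Hep3B-CR replicate 2 (0.41).

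The entries of Suppl. Table I that were available, 1392 of 4525, were compared with the log2 fold changes here. Of the entries with a symbol, 1294 of 1370 were matched in Huh7 and 985 of 1364 in Hep3B. The sign was the same for 99.6% of the genes matched in Huh7-IR, 99.8% in Huh7-CR, 99.7% in Hep3B-IR and 99.6% in Hep3B-CR cells. The paper presents these entries as genes differentially expressed in the same experiment, so the shared sign is no independent check. Pearson's correlation across genes, which are not independent replicates, was 0.81, 0.79, 0.89 and 0.90, and with DESeq2 0.93, 0.94, 0.97 and 0.97.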
